# Transcriptomic Profiling of JEG-3 cells using human leiomyoma derived matrix

**DOI:** 10.1016/j.bbiosy.2022.100056

**Published:** 2022-06-17

**Authors:** Samineh Barmaki, Ahmed Al-Samadi, Katarzyna Leskinen, Wafa Wahbi, Ville Jokinen, Sanna Vuoristo, Tuula Salo, Juha Kere, Satu Wedenoja, Päivi Saavalainen

**Keywords:** Pre-eclampsia, Myogel, Hypoxia, Microfluidic, PDMS, Oxygen scavenger, JEG-3, Placenta, Microenvironment, Biomaterials

## Abstract

Oxygen tension varies during placental and fetal development. Although hypoxia drives early trophoblast invasion, low placental oxygen levels during pregnancy show association with pregnancy complications including fetal growth restriction and preeclampsia. JEG-3 cells are often used as a trophoblast model. We studied transcriptional changes of JEG-3 cells on a uterine leiomyoma derived matrix Myogel. This might be the closest condition to the real uterine environment that we can get for an in vitro model. We observed that culturing JEG-3 cells on the leiomyoma matrix leads to strong stimulation of ribosomal pathways, energy metabolism, and ATP production. Furthermore, Myogel improved JEG-3 cell adherence in comparison to tissue culture treated plastic. We also included PDMS microchip hypoxia creation, and observed changes in oxidative phosphorylation, oxygen related genes and several hypoxia genes. Our study highlights the effects of Myogel matrix on growing JEG-3 cells, especially on mitochondria, energy metabolism, and protein synthesis.

## Highlights

• JEG-3 cells - from choriocarcinoma cell line, on uterine leiomyoma derived matrix, i.e., Myogel, presents a real environment that we can get for an invitro model for early trophoblasts.
• Myogel coating on Poly Di-Methyl Siloxane (PDMS) reverts hydrophobic surface of PDMS to hydrophilic. Therefore, cells grow in monolayer structure on PDMS.
• Preeclampsia, known as the placenta disorder, is influenced by oxygen stress and hypoxia. To model microenvironmental preeclampsia in placenta, JEG-3 cells with Myogel matrix are cultured on our previously reported PDMS microchip which generates hypoxia microenvironment.

## 1 Introduction

Trophoblasts are temporary cells that form the epithelial layer of the placenta. Deep invasion of fetal trophoblasts into the uterine wall of the mother is a crucial step of the placentation to deliver adequate blood and oxygen supply to the fetus. Defects in the trophoblast invasion during early pregnancy limit the placental development and capacity and might underlie a spectrum of human pregnancy complications, from miscarriages to fetal growth restriction and preeclampsia [1].

Many problems in human pregnancy show association with chronic placental hypoxia. Early stages of placentation are also accompanied with a decline in the oxygen levels at the maternal-fetal interface. This physiological hypoxia results in deeper invasion of extravillous trophoblasts into the wall of the uterus in search for oxygen, and formation and remodeling of the spiral arteries. In later stages of human pregnancy, however, trophoblasts are unable to invade and placental hypoxia leads to inflammation, oxidative stress, and apoptosis [2], [3], [4], [5], [6], [7], [8], [9].

Studying the earliest stages of placentation remains challenging. There are several reason for it. First, primary trophoblasts isolated from human first-trimester placentas do not proliferate in vitro [10]. Second, different hypoxia systems such as low-oxygen chambers and chemicals provide partly inconsistent findings [11]; and finally, the medium used in hypoxia experiments may further modify cellular responses [12]. To date, many studies have utilized JEG-3 chorioncarcinoma cell line as a model for early trophoblasts [10], [13], [14], [15].

Hypoxia-induced changes in JEG-3 cells involve reduction of the major placental hormone human chorionic gonadotropin (hCG), upregulation of the vascular endothelial growth factor (VEGF) [8], [10], and transcriptional regulation of a number of other genes by Hypoxia Inducible Factors (HIFs) [16]. However, results vary depending on the applied hypoxia system [17], [18], [19], [20], [21].

We have previously generated a microfluidic chip setup, where hypoxia is generated by pumping oxygen scavenger solution into a microfluidic channel that is separated from the cell culture by a gas-permeable membrane [22], [23].

We hypothesized that this system could be used to model hypoxia-induced gene expression changes of human trophoblast.

We studied RNA expression of JEG-3 cells using the hypoxia microchip we developed, and human leiomyoma- derived matrix Myogel, which mimics tumor micro-environment and the human uterine wall [24], [25]. Also, we present cellular responses and the genes that are differentially expressed during hypoxia, and the utility of Myogel as an extracellular matrix for the JEG-3 culture.

## 2 Materials and methods

### 2.1 Cell culture

All experiments were performed using JEG-3 cells (RRID: CVCL-0363). These cells were cultured using Eagles minimum essential medium^3^ with non-essential amino acids, 90% sodium pyruvate, and 10% antibiotic-free Fetal bovine serum (FBS, Gibco). Cells from passages 5–12 were used for experiments. All cell culture experiments were performed using a regular cell incubator ($37^{\circ }$ with $5\%\;CO_{2}$).

### 2.2 Testing different coating on JEG-3 cells

24-well plates^4^ were coated with poly-dimethyl-siloxane (PDMS). PDMS consists of two parts of polymer (Base Elastomer and Curing Agent). We used the standard mixing ration for PDMS, 10 parts base elastomer and 1 part curing agent (10:1) to coat the cell culture well plates. Then 150μl of PDMS added to the 24 well plates (surface area: $1.9cm^{2}$). We used the same PDMS ratio (10:1) to fabricate our previous reported microchips and the PDMS membrane).

Then, 0.5 mg/ml Myogel (50ôl/well) and/or fibrin matrix were added on PDMS, while control wells remained uncoated. For stabilizing the coating, the plates were incubated in $37^{\circ }$ with $5\%\;CO_{2}$ for 24 hours. JEG-3 cells were seeded 24 hours after coating of the plates. The cells were lysed after the first and third day for RNA analysis. All experiments were performed in three technical replicates.

We collected the cells on day 1 and day 3 to evaluate RNA concentrations. Because of the observed increase in RNA yields from day 1 to 3, and for the normal morphology of cells on day 1, we then performed RNA analyses on day 1 cells. Moreover, for the hypoxia experiment, we used an incubation time of 24 hours (day 1), which has been used in several earlier hypoxia studies on JEG-3 cells [9], [26].

### 2.3 PDMS microchip fabrication

The PDMS chips were fabricated by replication molding from SU-8 masters. The fabrication method and design of the microfluidic chips have been described previously [22]. Briefly: The SU-8^5^ was spin coated 4000 rpm 30s for a 40μm thick layer. The chips were made from PDMS^6^ with the ratio of 10:1 with the cross-linking agent. The chips were closed by bonding a 30μm thick PDMS membrane on top of the channels. The PDMS membrane was fabricated by spin coating PDMS 2000rpm 30s on top of an anti-adhesive fluoropolymer coats silicon wafer.

### 2.4 Microchip assay

The surface adherence plays essential role in PDMS attachment on PDMS reservoir [27]. The microfluidic chips and cell reservoir were washed gently with soap and rinsed with deionized water and 70% ethanol. Then, they were dried with pressurized air; a piece of scotch tape was used to remove any residual dust or particles from the surface. For testing the functionality of microfluidics before cell culture experiments, water was pumped with a microfluidic syringe pump^7^ with flow rate of 0.1ml/h (1.6μl/min) into the microfluidic channels. If any leaks was detected during the test the chip is discarded.

A 2D cell culture matrix with Myogel was generated on PDMS membrane of microfluidic chip. The oxygen scavenger solution was pumped for 24hours in the two meanders of the microchip with the flow rate of 0.1ml/h. Hypoxia was induced on the cells that were separated from an underlying oxygen scavenging channel network by a thin PDMS membrane, as described previously [22], [23].

For making oxygen scavenger solution a water solution of sodium sulfite (835mM oxygen-depleted $H_{2}O$) was used to generate the oxygen sink. The reaction of sodium sulphite ($Na_{2}SO_{3}$) with dissolved oxygen in $H_{2}O$ is utilized for oxygen depletion and generation of an active in-liquid oxygen sink. Cobalt nitrate ($Co\;{\left(NO_{3}\right)}_{2}$ hexahydrate salt, 9mM) in nitric acid was used as the catalyst. All reagents were obtained from Sigma Aldrich^8^. Fig. 1 illustrates the structure of the hypoxia microchip, where hypoxia was generated by pumping of the oxygen scavenger solution in the microfluidic channels under the JEG-3 cells.

**Fig. 1:**
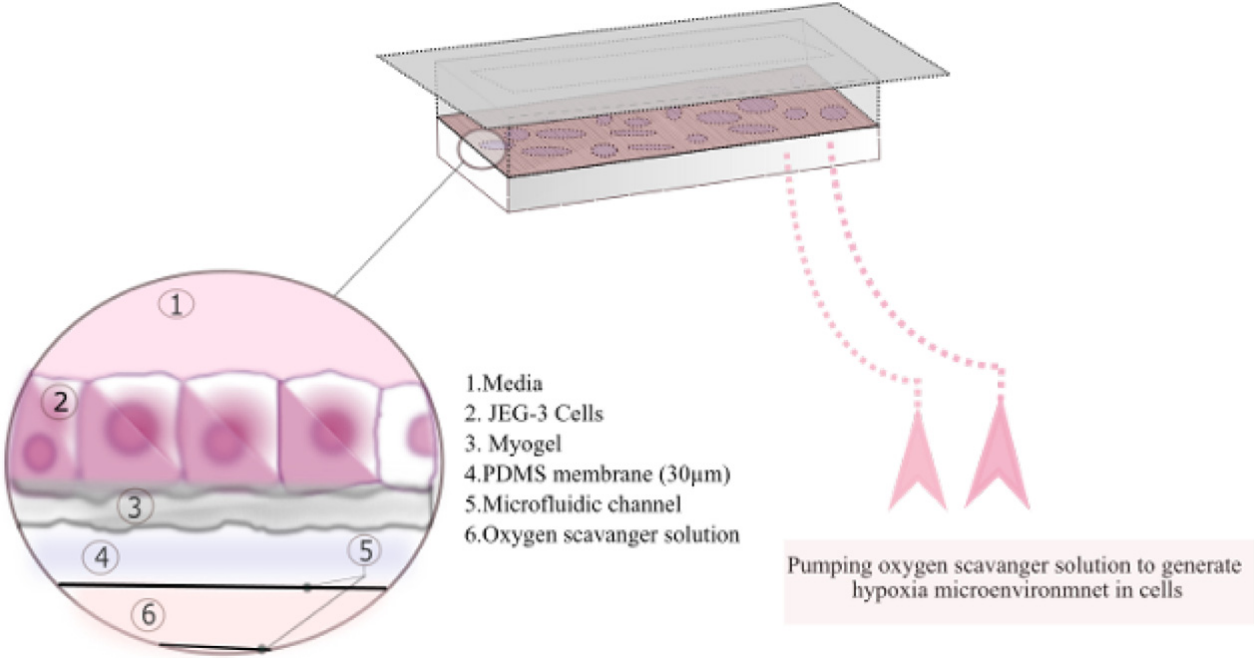
Structure of the hypoxia microchip.

### 2.5 RNA-sequencing and data analysis

RNA was extracted from the JEG-3 cells using the RNA easy Mini Kit^9^ according to the manufacturers instructions. Cells were homogenized with QIAshredder columns (Qiagen). After extraction, RNA was quantified using Qubit 2 Fluorometer^10^ with the Qubit RNA HS Assay Kit^11^. RNA samples were stored at $-70^{\circ }C$. The RNA sequencing method was designed based on the Drop-seq. protocol, as described [20]. Briefly speaking, 10ng of RNA was mixed with Indexing Oligonucleotides^12^. After 5 minutes of incubation at ambient temperature, RNA was combined with RT mix containing 1× Maxima RT buffer, 1mM dNTPs, 10U/μl Maxima HRTase, 1U/μl RiboLock^13^, and 2.5μM Template Switch Oligo^14^. Samples were incubated in a T100 thermal cycler^15^ for 30 minutes at $22^{\circ }C$ and 90 minutes at $52^{\circ }C$. The constructed cDNA was amplified by PCR in a volume of 15μl using 5μl of RT mix as template, 1× HiFi HotStart Ready-mix^16^, and 0.8μM SMART PCR primer. The samples were thermo-cycled in a T100 thermocycler as follows: $95^{\circ }C$ 3 min; subsequently four cycles of $98^{\circ }C$ for 20 sec, $65^{\circ }C$ for 45 sec, $72^{\circ }C$ for 3 min; following 16 cycles of $98^{\circ }C$ for 20 sec, $67^{\circ }C$ for 20 sec, $72^{\circ }C$ for 3 min; and with the final extension step of 5 min at $72^{\circ }C$. The PCR products were pooled together in sets of 27 samples containing different Indexing Oligos and purified with 0.6X High-Prep PCR Clean-up System^17^ according to the manufacturers instructions. They were eluted in 10μl of molecular grade water. The 3-end cDNA fragments for sequencing were prepared using the Nextera XT^18^ tagmentation reaction with 1ng of each PCR product serving as an input. The reaction was performed according to the manufacturers instructions, with the exception that the P5 SMART primer was used instead of the i5 Nextera primer. After the PCR reaction, each set of samples was pooled and tagmented with a different Nextera i7 index. Subsequently, the samples were PCR amplified as follows: $95^{\circ }C$ for 30 sec; 11 cycles of $95^{\circ }C$ for 10 sec, $55^{\circ }C$ for 30 sec, $72^{\circ }C$ for 30 sec; with the final extension step of 5 min at $72^{\circ }C$. Samples were purified twice using 0.6× and 1.0× High-Prep PCR Clean-up System (MagBio) and eluted in 10μl of molecular grade water.

The concentration of the library was measured using a Qubit 2 Fluorometer^19^ and the Qubit DNA HS Assay Kit^20^, while the quality was assessed using the LabChip GXII Touch HT electrophoresis system^21^, with the DNA High Sensitivity Assay (PerkinElmer) and the DNA 5K/RNA/Charge Variant Assay LabChip (PerkinElmer). Samples were stored at $-20^{\circ }C$. The libraries were sequenced on an Illumina NextSeq 500, with an addition of the custom primer producing a read 1 of 20bp and a read 2 (paired end) of 55bp. Sequencing was performed at the Functional Genomics Unit of the University of Helsinki. The RNA sequencing data has been deposited to NCBI Gene Expression Omnibus (Accession ID: GSE182988).

Raw sequence data was filtered to remove reads shorter than 20bp. Subsequently, the original pipeline for processing of Drop-seq data was used [28]. Briefly, reads were additionally filtered to remove poly A tails of length 6 or greater, and aligned to the human (GRCh38) genome using STAR aligner with default settings [29]. Uniquely mapped reads were grouped according to the barcodes 1 to 9, and gene transcripts were counted by their Unique Molecular Identifiers (UMIs) to reduce bias emerging from the PCR amplification. Digital expression matrices (DGE) were used for reporting the number of transcripts per gene in each sample (according to the distinct UMI sequences counted). Differentially expressed genes were identified using DESeq2 [30] with the cut-off for the adjusted p-value set to 0.05. We compared our hypoxia microchip data on JEG-3 RNA expression with an independent publicly available dataset. RNA-seq data on expression of JEG-3 cells cultured in a hypoxia chamber for 24 hours [31] were downloaded from the GEO under the accession number GSM1862652.

Normalization and differential expression analysis between these two data sets were performed using edgeR [32] package integrated into Chipster platform [33]. Heatmaps were drawn with heatmapper tool [34] and pathway analyses were performed with Enrichr (MSigDB Hallmark 2020 pathway) [35], [36].

## 3 Results

### 3.1 Influence of Myogel coating on gene expression and cell morphology

We assessed the morphology and RNA expression of JEG-3 cells at the first day of the cell culture. 

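JEG-3 is a human choriocarcinoma cell line used as a model of trophoblast cells. RNA was measured in JEG-3 cells cultured for 1 day, with 3 libraries each from wells with Myogel, PDMS, Myogel + PDMS, Myogel + fibrin, Myogel + fibrin + PDMS, and from the uncoated control. Myogel is a matrix extracted from human leiomyoma tissue (0.5 mg/ml, 50 µl per well), PDMS is a hydrophobic silicone, and fibrin turns the Myogel coating into a thick gel. The paper calls the samples of a condition technical replicates, so the p-values given here measure only the spread between these samples. From 10 ng of RNA per sample, the authors made 3′ libraries with barcodes and unique molecular identifiers (UMIs). They removed reads under 20 bp, trimmed poly A stretches of 6 or more bases, aligned the reads to GRCh38 with STAR at default settings and counted the distinct UMIs of uniquely mapped reads per gene. The counts carry no normalization by the authors. Inside gene names, the letters NA had been replaced by the digit 0, and 377 such names were read back from the GENCODE annotation, EFNA1 among them. Depth differed widely between libraries, from 1430 to 1895011 UMIs with a median of 519490. The 3 control libraries held 994278, 1140033 and 1533197 UMIs, and the 3 Myogel libraries held 456935, 1430 and 82940. Of the 3 PDMS libraries, the first held 9807 UMIs and the others 1437780 and 582044. The totals were 1023062, 730422 and 204389 UMIs on Myogel + PDMS, 114344, 1895011 and 973980 on Myogel + fibrin, and 454772, 315530 and 138951 on Myogel + fibrin + PDMS. The median number of genes with at least 1 UMI was 14442 in control libraries and 6346 in Myogel libraries. Genes of cytosolic ribosomal proteins took 7.82% to 8.58% of the UMIs in control libraries, 10.2% to 19.0% in Myogel libraries and 26.6% in the shallow PDMS library. Against 9 of the 17 other libraries of day 1, the counts of the second Myogel library differed by less than the sampling noise (chi-square per degree of freedom under 1). All 3 control libraries were among these 9, and the lowest value, 0.876, was that against the first Myogel library. With so few UMIs this measure can hardly tell libraries apart and does not show which condition the library is most like. The paper's RNA concentrations on day 1 were 53.7 ± 4.83 ng/µl in control, 58.5 ± 4.11 on Myogel, 34.7 ± 2.60 on PDMS and 6.35 ± 2.31 on Myogel + fibrin + PDMS (SD, n = 3). Each comparison was fitted on the libraries of its own pair of groups with edgeR's quasi-likelihood test, two-sided, after TMM scaling and a filter on low counts (minimum count 10, minimum total 15). A gene passed at a Benjamini-Hochberg adjusted p under 0.05, and CPM values (library-size-scaled counts) use TMM within each comparison. Gene lists were tested with limma's camera at its preset correlation of 0.01 and again with an estimated correlation. These tests, the 28 gene lists and most of the alternative settings were fixed before the data were examined. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1, and chance leaves 10% of genes without overlap between the groups.

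**Figure D1:**
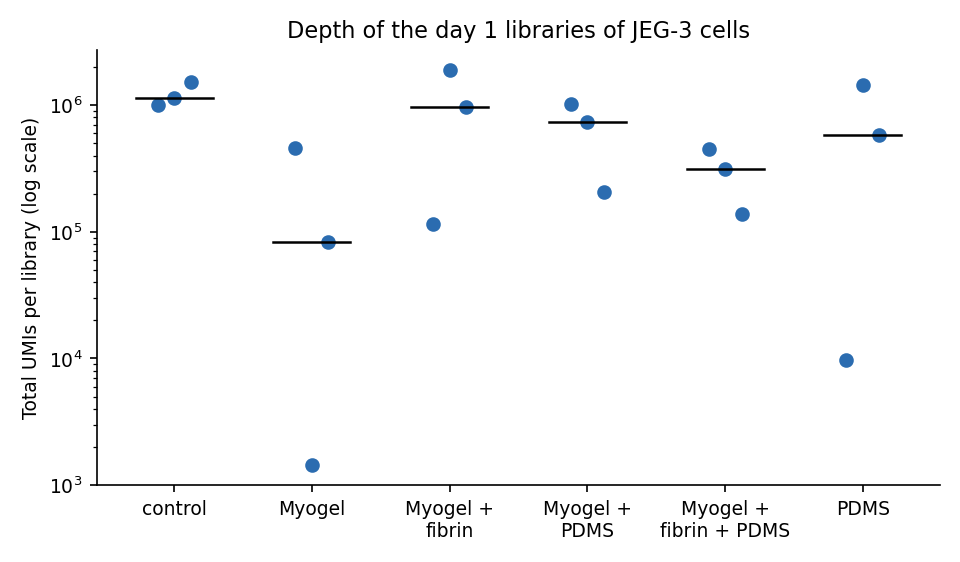
Total UMIs of each day 1 library (log axis) by culture condition, with 3 points per condition and a line at the median. Medians run from 82940 UMIs on Myogel to 1140033 in the control, and the shallowest library is a Myogel library with 1430 UMIs.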

We compared cell morphology and analyzed gene expression of the JEG-3 cells cultured in the wells coated with Myogel, PDMS, Myogel + PDMS, Myogel + fibrin, Myogel + fibrin + PDMS, and uncoated control, (Fig. 3). Total RNA yields increased in extractions from day one to day 3 (Supplementary Table S10), indicating that the cells were proliferating. The genes and corresponding pathways modulated by different conditions were studied. Some of the most significant findings were in association with Myogel coating, (Table 1 ; Fig. 2). When Myogel was added to the JEG-3 culture, 308 genes showed differential expression (Supplementary Table S2), and Myogel provided better cell adhesion (Fig. 3c).

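Cells on Myogel differed from the uncoated control in 515 of 5802 genes tested, 290 higher and 225 lower (edgeR quasi-likelihood test, adjusted p under 0.05). TMEM258, a subunit of the enzyme that adds sugars to new proteins, had a log2 fold change of 1.92 (adjusted p = 3.12e-05 from edgeR), and SEL1L, an adaptor of protein degradation in the endoplasmic reticulum, one of 1.79 (adjusted p = 0.000497). TMA7, a small protein of the translation machinery, had a log2 fold change of 1.94 (adjusted p = 2.31e-06 from the same test). The transcription factor gene SOX4 stood at 2980 ± 1190 CPM on Myogel and 938 ± 171 CPM in the control (SD, n = 3 each), a log2 fold change of 1.78 with an adjusted p of 6.09e-05 from edgeR. ITGB1, which encodes the integrin β1 chain that binds matrix proteins, rose by 1.22 on the log2 scale (adjusted p = 0.00748 from edgeR). Among genes of cholesterol synthesis, 1 of 18 was higher and 2 were lower: DHCR24 rose by 2.02, while HMGCR and EBP had log2 fold changes of -1.57 and -1.08 (adjusted p = 0.00342, 0.0211 and 0.0459 from edgeR). HMGCR went from -9.22 without Myogel replicate 1, which held all its UMIs on Myogel, to -1.27 without replicate 3. Of the lower genes, ZFAND5 had a log2 fold change of -3.91, and SMARCA4, the ATPase of a chromatin remodelling complex, one of -1.64 (adjusted p = 0.00139 from edgeR). Without Myogel replicate 1 they were -7.83, which did not pass, and -3.32. RIPK2, a kinase of innate immune signalling, had no UMI in the 3 Myogel libraries and was at least 5.61-fold lower than in the control, measured against a floor of 3 UMIs over the group. The genes METTL2A, ZC2HC1A and SNX14 were likewise at 0 UMIs on Myogel and at least 5.02-fold, 4.67-fold and 4.62-fold lower. These bounds pool the 3 Myogel libraries of 456935, 1430 and 82940 UMIs, so they rest mainly on the first and take no account of the spread between libraries. The median log2 fold change of all genes was -0.09 with TMM, -0.49 with DESeq2's size factors and -0.74 without a filter on low counts, and the counts were then 968 (134 higher, 834 lower) and 211 (96 higher, 115 lower). Size factors use only genes with a UMI in every library. Here they rest on at most the 705 genes with a UMI in the library of 1430 UMIs. The comparison also sets its 3 deepest libraries against its 3 shallowest. The count was 117 without the first control library, 69 without the third, 377 without the shallowest Myogel library and 0 when all 6 groups of day 1 were fitted together. Thinned to 1430 UMIs only 3 genes could be tested and 0 passed. Thinned without that library, an alternative added after the data were seen, 217 of 1838 passed (164 higher, 53 lower), 160 of them among the 515.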

**Table 1:** Up-regulated Pathways of JEG cells on well plate experiment.

**PDMS*****v.s.*****Control**			**Myogel*****v.s.*****Control**		
Term	P-value	Genes	Term	P-value	Genes
Coagulation	0.008	CRIP2; CTSV	Oxidative Phosphorylation	≈0	COX7B; SLC25A3; ECHS1; NDUFB7; NDUFB3; NDUFB; NDUFV1; ATP5G; ATP5ME; COX8A; TIMM8B; ATP5P
Mitotic Spindle	0.016	CEP131; SPTBN1	Myc Targets V1	≈03	DDX18; SLC25A3; CNBP; RPLP0; ILF2; SRPK1; LSM2; PSMD8; CDC20; AIMP2; SYNCRIP; FBL; LSM7; C1QBP; NDUFAB1; POLD2; RACK1; SRSF2; SNRPG; SRSF7; EIF4G2
Hypoxia	0.016	EFNA1; SLC2A1	Adipogenesis	≈0	COX8A; SLC25A1; COX7B; MTCH2; ECHS1; NDUFB7; ITSN1; ECH1; TALDO1; CHCHD10; UQCR11; ATP1B3; MRPL15; UQCR10; UQCRQ; NDUFAB1; UQCRC1; SUCLG1
Estrogen Response Late	0.016	ATP2B4; EMP2	E2F Targets	0.001	CDC20; SYNCRIP; ILF3; POP7; POLD2; SRSF2; PSIP1; MKI67; DCTPP1; RAN
TGF-beta Signaling	0.052	SPTBN1	Peroxisome	0.001	FDPS; VPS4B; CNBP; ECH1; SLC25A4; FADS1; YWHAH
PI3K / AKT / mTOR Signaling	0.099	SLC2A1	Myc Targets V2	0.001	DDX18; AIMP2; PPAN; FARSA; DCTPP1
UV Response Dn	0.134	ATP2B4	Fatty Acid Metabolism	0.003	ECHS1; NTHL1; UROS; ECH1; SUCLG1; PRDX6; HSD17B10; YWHAH
UV Response Up	0.146	CTSV	G2-M Checkpoint	0.003	CDC20; TPX2; SYNCRIP; PRMT5; GINS2; ILF3; UBE2C; SRSF2; MKI67
IL-2 / STAT5 Signaling	0.181	CD81	Cholesterol Homeostasis	0.005	FDPS;EBP;ECH1; HMGCR; S100A11
TNF-alpha Signaling via NF-kB	0.182	EFNA1	Unfolded Protein Response	0.008	RPS14; NOP14; EXOSC4; IMP3; POP4; HSP90B1
p53 Pathway	0.182	CD81	DNA Repair	0.028	NT5C; MPG; ELOA; SAC3D1; ITPA; POLR2K
heme Metabolism	0.182	SLC2A1	Androgen Response	0.068	KRT19; UBE2I; HMGCR; FADS1
Estrogen Response Early	0.182	SLC2A1	Estrogen Response Late	0.09	CDC20; GINS2; KRT19; PERP; CAV1; DCXR
Complement	0.182	CTSV	mTORC1 Signaling	0.09	CCT6A; EBP; HMGCR; FADS1; HSP90B1; ATP5MC1
mTORC1 Signaling	0.1821	SLC2A1	p53 Pathway	0.09	LDHB; BTG1; PERP; DCXR; RGS16; RACK1
Epithelial Mesenchymal Transition	0.182	MFAP5	UV Response Up	0.09	NFKBIA; EIF5; BTG1; EPCAM; SLC25A4
			Reactive Oxygen Species Pathway	0.17	NDUFA6; PRDX6
			Protein Secretion	0.18	SGMS1; VPS4B;CLTA
			Mitotic Spindle	0.193	TPX2; PPP4R2; ITSN1; CKAP5; SAC3D1
			Hypoxia	0.196	EFNA1; SLC25A1; BTG1; ANXA2; CAV1

**Fig. 2:**
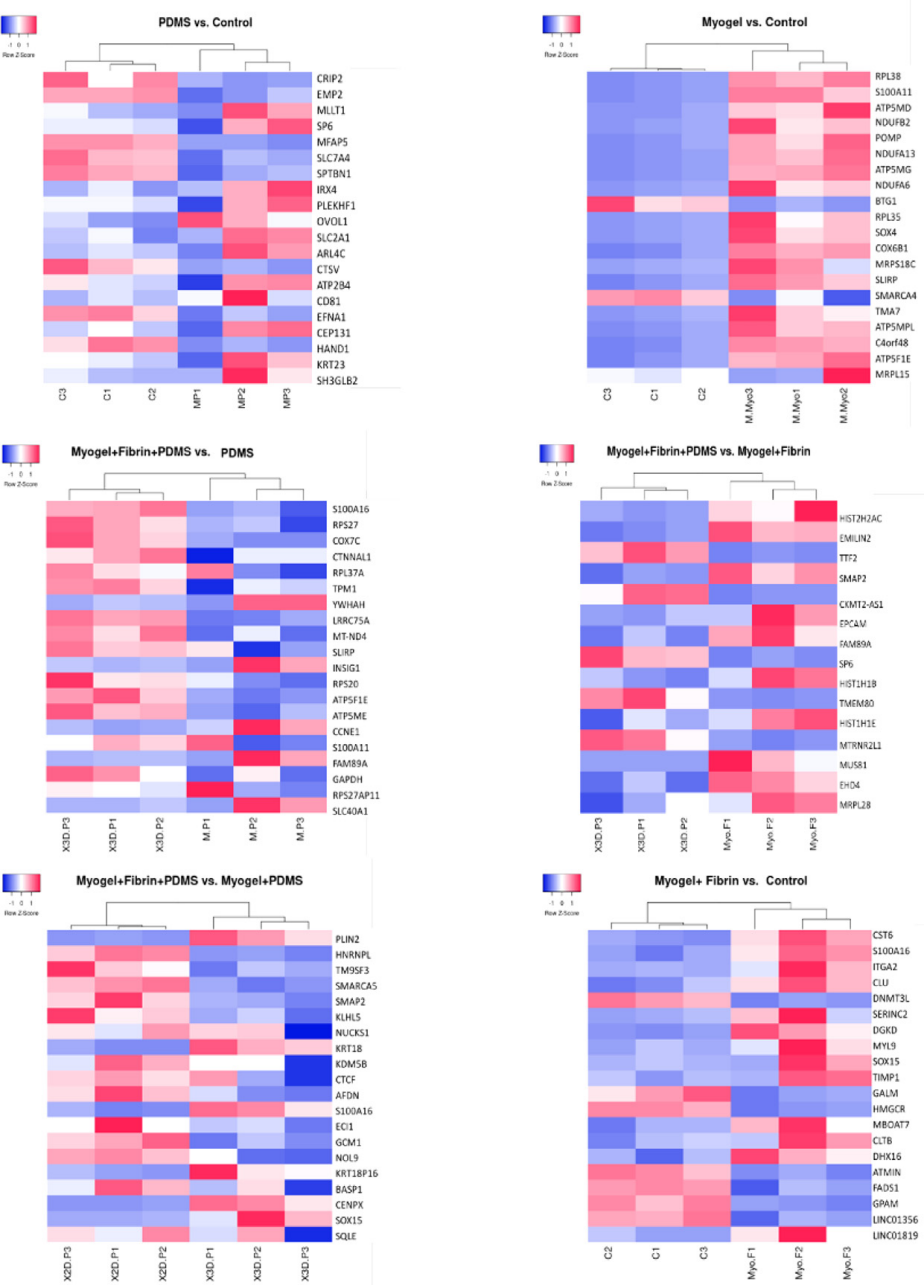
Comparison of differentially expressed genes between the well plates coated with PDMS, Myogel, fibrin, and their combinations. Heat-maps show the top 20 differentially expressed genes (with 2-fold change or greater) in JEG-3 cells for each conditions after hierarchical clustering analysis. Each column represents three replicates for each of the two conditions (M.P: PDMS, C: Control, Myo.F: Myogel + Fibrin (Myo: Myogel, F: Fibrin), X3D.P: Myogel + Fibrin + PDMS,(X3D: Myogel+Fibrin, P: PDMS) X2D.P: Myogel + PDMS (X2D:Myogel,P: PDMS), M.Myo : Myogel), and the rows indicate the genes. The gene expression levels were shown by color and intensity: red indicates down-regulation and blue upregulation, and higher color intensity reflects higher fold change. Statistical analysis done by heatmapper, Three replicates from each condition, (n=3). (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

**Fig. 3:**
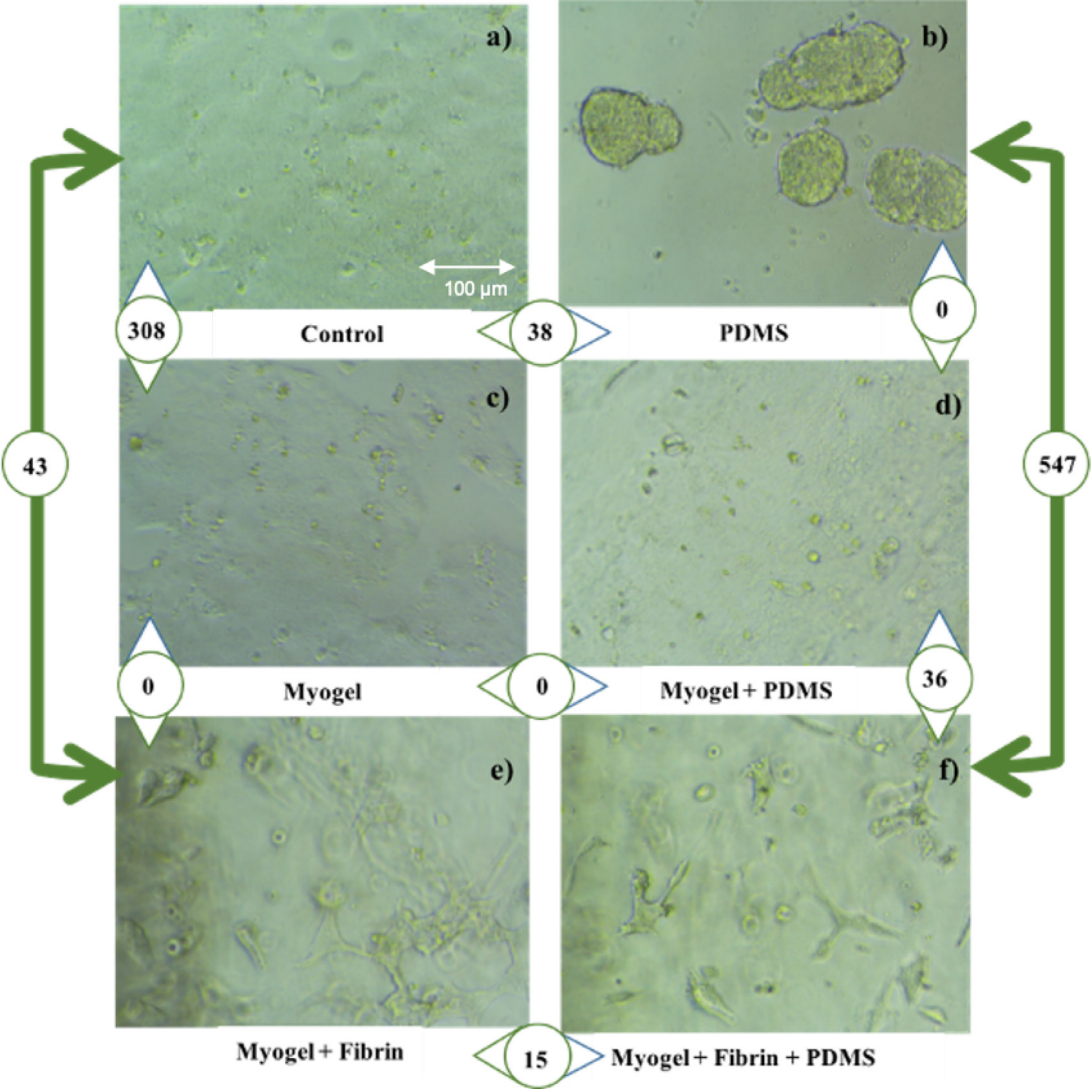
Morphology and the number of significantly differentially expressed genes in JEG-3 cells in the cultures a) Control (only medium),308 significant gene expressed in Myogel over control, 38 genes expressed in PDMS over control, 43 genes expressed in Myogel + Fibrin over control. b) PDMS,not significant genes expressed between PDMS and Myogel + PDMS, 547 genes expressed in Myogel+Fibrin+PDMS over PDMS. c) Myogel,not significant genes expressed in Myogel + Fibrin over Myogel and Myogel + PDMS over Myogel. d) Myogel + PDMS,36 genes expressed in Myogel+Fibrin+PDMS over Myogel + PDMS. e) Myogel + fibrin,15 genes expressed in Myogel + Fibrin + PDMS over Myogel + Fibrin. f) Myogel + fibrin + PDMS. Three replicates from each condition (n=3).

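Myogel against the control and Myogel + fibrin + PDMS against PDMS were the 2 comparisons with the most genes past the threshold, and these 2 share no library. Of 4057 genes tested in both, 90 were higher in both, where 12.5 would be shared if the calls were unrelated, and 22 were lower in both, where 6.22 would be. The respiratory chain genes UQCR10 and NDUFB2, the ATP synthase gene ATP5ME, the ribosomal protein genes RPS20 and RPS27 and the integrin gene ITGB1 were higher in both. Genes lower in both included BTG1, CAV1, the NF-κB inhibitor NFKBIA, the activin-binding protein FST and MARCKSL1. No gene was higher on Myogel and lower in the other comparison, and 1, PAXIP1-AS1, was lower on Myogel and higher in the other. In both comparisons the first group had the lower median depth, 315530 UMIs on Myogel + fibrin + PDMS against 582044 on PDMS in the second. Each Myogel library was shallower than each control library. Myogel + fibrin + PDMS libraries, at most 454772 UMIs, were all shallower than the PDMS libraries other than that of 9807 UMIs. The expected counts also treat all genes as equally likely to pass, whatever their abundance. Depth may thus add to the shared calls, and they do not show an effect of the coating. The genes CST6, TAGLN and S100A16, which rose on Myogel + fibrin against the control, were all 3 also higher on Myogel + fibrin + PDMS than on PDMS, where 0.146 would be shared if unrelated. Libraries did not overlap between the groups for 1570 of 5802 genes tested on Myogel, 790 of 7070 on PDMS and 981 of 4081 on Myogel + fibrin + PDMS, where chance gives 10%. Among the genes past the threshold, which were picked on these same libraries, 295, 22 and 254 did not overlap. With DESeq2, the tool that the paper names, 28 genes passed for Myogel, 0 for PDMS, 19 for Myogel + fibrin and 239 for Myogel + PDMS, each against the control, and 57 for Myogel + fibrin + PDMS against PDMS.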

The gene expression changes that were observed were related to several neurological diseases (Huntington disease, Parkinson disease, and Alzheimer disease). This might reflect the crucial role of oxygen supply in different tissues, including both the placenta and brain. This finding indicates that the changes we observed were not trophoblast specific but more related to general changes in energy metabolism. These pathways were tightly related to several NDUF genes (NDUFB7; NDUFB3; NDUFB; NDUFV1) mitochondrial respiratory genes, and ribosomal protein metabolism. 

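Genes of the mitochondrial respiratory chain stood higher as a group on Myogel than in the control. Of 81 nuclear-encoded genes of oxidative phosphorylation, 35 were higher, 3 were lower and 43 did not pass the test (41 higher and 4 lower when adjusted over the list alone), with a median log2 fold change of 0.76. UQCR10, a subunit of complex III, stood at 11730 ± 8565 CPM on Myogel and 2630 ± 464 CPM in the control (SD, n = 3 each), a log2 fold change of 2.26 (standard error 0.38, adjusted p = 6.02e-06 from edgeR) that was 1.46 without Myogel replicate 3. The complex I genes NDUFB2 and NDUFA6 had log2 fold changes of 2.04 and 1.99 (adjusted p = 2.04e-05 and 4.31e-05 from edgeR), and the 3 Myogel libraries lay above the 3 control libraries for both. NDUFB3, on chromosome 2 of GRCh38 from 201071433 to 201085750, had a log2 fold change of 1.69 (standard error 0.34, adjusted p = 0.000152, lost without control replicate 3), at 236 ± 210 CPM on Myogel and 103 ± 32.3 CPM in the control (SD, n = 3, edgeR). NDUFB7, on chromosome 19 from 14566078 to 14572066, rose from 1760 ± 240 to 3630 ± 832 CPM (SD, n = 3), a log2 fold change of 1.14 (standard error 0.35, adjusted p = 0.0204 from edgeR) that passed in 1 of 6 fits without 1 library, the one without Myogel replicate 2. NDUFV1, on chromosome 11 from 67605653 to 67612554, was lower on Myogel, at 94.3 ± 134 against 383 ± 72.3 CPM (SD, n = 3), a log2 fold change of -1.06 with an adjusted p of 0.0409 from edgeR, and did not pass without control replicate 1 or 3 or Myogel replicate 3. It was -3.70 without Myogel replicate 1 and -0.67 without Myogel replicate 3. As a group, the oxidative phosphorylation genes were higher at an adjusted p of 7.88e-17 by camera, and adjusted p = 0.989 with an estimated correlation. Of 13 mitochondrially encoded genes, 3 were higher and none was lower by edgeR (adjusted p = 0.000400 by camera, adjusted p = 0.989 with an estimated correlation): MT-RNR2, MT-CO3 and MT-CYB, with log2 fold changes of 1.78, 1.17 and 0.98 and overlapping libraries, MT-RNR2 at 0.71 without Myogel replicate 3. Of 74 genes of cytosolic ribosomal proteins, 10 were higher and 1 was lower (15 higher and 2 lower when adjusted over the list alone). RPL35, on chromosome 9 from 124857880 to 124861981, had a log2 fold change of 1.99 (standard error 0.40, adjusted p = 0.000152 from edgeR), and RPL38, RPS14 and RPL23 had 1.63, 1.61 and 1.30. RPL10 was the 1 lower gene, with a log2 fold change of -1.37 (adjusted p = 0.00631 from edgeR). Every Myogel library was shallower than every control library, so depth cannot be separated from the coating here. In 10 and 9 of the 12 conditions of both days, the shallowest library had the highest share of ribosomal protein and of oxidative phosphorylation genes, where chance gives 4. For mitochondrially encoded genes, the slope of their log2 share on depth within conditions comes to a difference of 1.26 between Myogel and the control. The log2 difference in share was 1.14, both without the second Myogel library. Ribosomal protein genes have many processed pseudogenes, and only uniquely mapped reads were counted. Of 74 mitochondrial ribosomal protein genes, 10 were higher and 5 were lower (12 and 7 when adjusted over the list alone), with MRPS18C at 1.61 and MRPL33 at 1.52 on the log2 scale. The cytosolic ribosomal list was higher at an adjusted p of 0.000675 by camera (adjusted p = 0.989 with an estimated correlation), its median was 0.27 with TMM but -0.11 with size factors and -0.08 without a filter, which lies 0.36, 0.38 and 0.66 above the median of all genes. Size factors rest here on at most the 705 genes with a UMI in the second Myogel library, where ribosomal protein genes took 19.0% of the UMIs. Members of the list thus help to set that scale, and the sign of its median there decides little. The list's camera call was lost with size factors (adjusted p = 0.181), without a filter (0.179), without the first control library (0.147) and without the first Myogel library (0.932), over a range of 6.04e-06 to 0.932 when 1 library was left out.

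**Figure D2:**
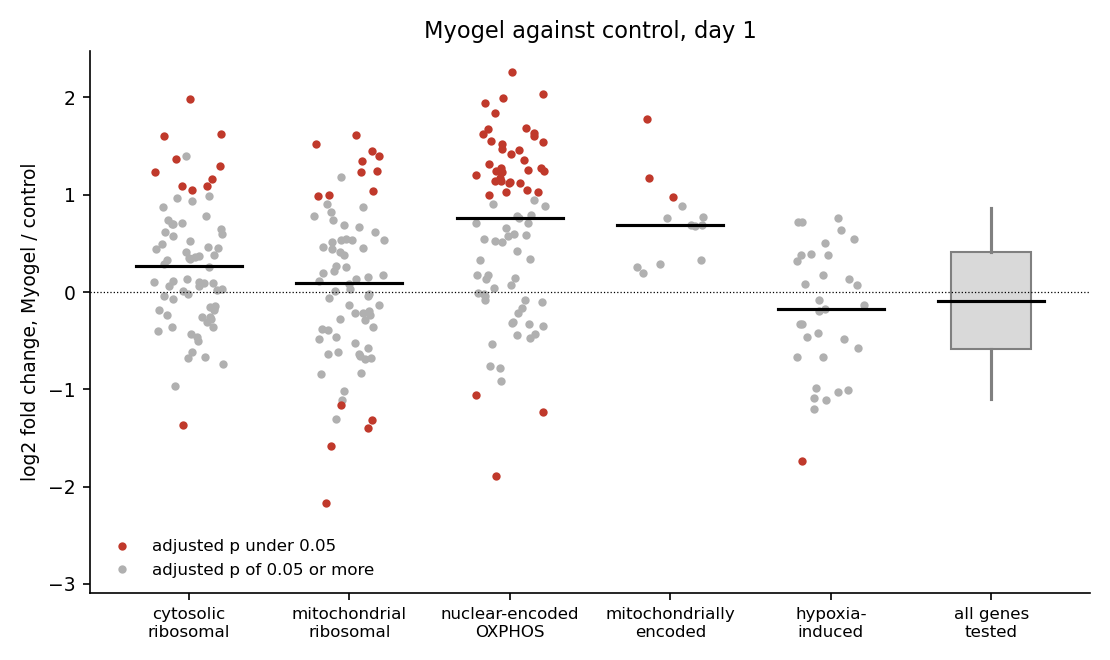
Log2 fold change on Myogel against the control for the members of 5 gene lists, with red points for an adjusted p under 0.05 from edgeR and a black line at each list's median, beside a box of all genes tested (quartiles, whiskers at the 10th and 90th percentile). The oxidative phosphorylation list has its median at 0.76 and the cytosolic ribosomal list at 0.27, which turns to -0.11 with size factors and -0.08 without a filter.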

We also assessed how PDMS and fibrin - or their combinations - modulate gene expression when they were used with Myogel. When the cells were coated with the combination of Myogel, fibrin, and PDMS, we observed significant modulation of ribosomal genes. This observation was similar to what has been seen with pure Myogel; accordingly, fibrin itself has very small effects on gene expression, (Table 1, Fig. 2). This was particularly demonstrated between the conditions PDMS + Myogel vs. PDMS + fibrin + Myogel, showing almost no changes in gene expression. However, the comparison between Myogel + fibrin + PDMS vs. PDMS only produced significant changes in gene expression (Table 1, Fig. 2 and 3).

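On Myogel + fibrin + PDMS, 7 of 73 genes of cytosolic ribosomal proteins were higher than on PDMS alone and none was lower (edgeR, adjusted p under 0.05; 8 higher when adjusted over the list alone). RPS27 encodes a protein of the small subunit and lies on chromosome 1 of GRCh38 from 153990762 to 153992155. It stood at 2158 ± 537 CPM on Myogel + fibrin + PDMS and 526 ± 176 CPM on PDMS (SD, n = 3 each), a log2 fold change of 2.15 (standard error 0.38, adjusted p = 3.37e-05 from edgeR). RPS20, RPL37A and RPS29 rose by 1.70, 1.32 and 1.29 on the log2 scale (adjusted p = 0.000952, 0.0126 and 0.0114 from the same test). The list's median log2 fold change was 0.34 (0.66 without the first PDMS library), and 56 of its 73 members lay above 0. Its camera test gave an adjusted p of 0.00341, and adjusted p = 0.720 with an estimated correlation. Of 66 mitochondrial ribosomal protein genes, 10 were higher and none was lower (11 higher and 3 lower when adjusted over the list alone), MRPS18C with 1.46 among them (adjusted p = 0.0317 by camera, adjusted p = 0.648 with an estimated correlation). Of 23 genes of ribosome biogenesis, 3 were higher and none was lower, among them the RNA helicase gene DDX18 with a log2 fold change of 1.56, and the list did not pass (adjusted p = 0.0914 by camera). Ribosomal protein genes took 10.4% to 12.8% of the UMIs on Myogel + fibrin + PDMS and 7.57% to 26.6% on PDMS, the highest share in the library with 9807 UMIs. The call on the cytosolic list was lost without the second or the third PDMS library (adjusted p = 0.364 and 0.424, range 5.51e-15 to 0.424 over the libraries left out), and the median turned to -0.49 over the 39 members that could be tested when all libraries were thinned to 9807 UMIs (adjusted p = 0.00578 by camera).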

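On Myogel + fibrin, 3 of 7160 genes tested were higher than in the control and none was lower (edgeR quasi-likelihood test, adjusted p under 0.05), and 485 had an unadjusted p under 0.05. CST6 encodes cystatin M, an inhibitor of cysteine proteases, and lies on chromosome 11 of GRCh38 from 66012008 to 66013505. It stood at 237 ± 24.7 CPM on Myogel + fibrin and 34.0 ± 8.26 CPM in the control (SD, n = 3 each), a log2 fold change of 2.82 (standard error 0.33, adjusted p = 0.00115 from edgeR). TAGLN, an actin-binding protein typical of smooth muscle, rose from 5.87 ± 5.28 to 89.6 ± 53.4 CPM (SD, n = 3), a log2 fold change of 3.90 with an adjusted p of 0.0146 from edgeR, and did not pass without control replicate 1 or 2. S100A16, a calcium-binding protein, stood at 747 ± 10.1 against 239 ± 30.2 CPM (SD, n = 3), a log2 fold change of 1.64 with an adjusted p of 0.0494 from edgeR, and did not pass without Myogel + fibrin replicate 3 or any 1 control library. Of 18 genes of cholesterol synthesis and uptake, none passed over all genes and 3 were lower when adjusted over the list alone; the list was lower as a group (median -0.51, adjusted p = 1.07e-06 by camera, adjusted p = 0.181 with an estimated correlation). Its rate-limiting enzyme HMGCR stood at 29.2 ± 8.22 against 98.1 ± 9.47 CPM (SD, n = 3), a log2 fold change of -1.63 that did not pass (adjusted p = 0.155 from edgeR). All 10 genes of fatty acid synthesis and desaturation had log2 fold changes below 0 (2 lower when adjusted over the list alone, median -0.69, adjusted p = 4.50e-05 by camera, adjusted p = 0.0813 with an estimated correlation), GPAM and FADS1 at -2.57 and -1.27 (adjusted p = 0.121 and 0.185 from edgeR). Of 12 actin and SRF target genes, 1 was higher (2 when adjusted over the list alone, median 0.49, adjusted p = 4.50e-05 by camera, adjusted p = 0.277 with an estimated correlation). The 77 cytosolic ribosomal protein genes had a median of 0.17 with none past the threshold (adjusted p = 0.00150 by camera, adjusted p = 0.557 with an estimated correlation). The count was 93 without the first Myogel + fibrin library (114344 UMIs), 1 without the second control library, 34 without a filter on low counts and 14 when all 6 groups were fitted together.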

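Adding fibrin to Myogel on PDMS gave 0 of 4121 genes past the threshold with edgeR, against 19 with DESeq2 (5 higher, 14 lower), and 421 genes had an unadjusted p under 0.05. PLIN2, which coats lipid droplets, had the log2 fold change 1.60 (adjusted p = 0.0547 from edgeR), and TAGLN had 3.02 (adjusted p = 0.198). Nearly all of the cytosolic ribosomal protein genes, 70 of 74, lay above 0 with a median of 0.41, and none of them passed. As a group the ribosomal genes were higher by camera (adjusted p = 1.24e-10, adjusted p = 0.381 with an estimated correlation). The 12 mitochondrially encoded genes also lay above 0 with a median of 0.79 (2 higher when adjusted over the list alone, adjusted p = 5.26e-06 by camera, adjusted p = 0.352 with an estimated correlation). Mitochondrially encoded genes took 1.69% of the UMIs in the shallowest Myogel + PDMS library and 0.889% and 0.730% in the other 2. Of 14 SWI/SNF and chromatin regulators, 6 were lower when adjusted over the list alone and none over all genes (median -0.77, adjusted p = 5.26e-06 by camera, adjusted p = 0.231 with an estimated correlation). The remodelling ATPase gene SMARCA5 had a log2 fold change of -1.78 and CTCF one of -1.49 (adjusted p = 0.0863 and 0.118 from edgeR). Among 10 genes of cholesterol synthesis and uptake the median was -0.62, with HMGCR at -2.46 (adjusted p = 0.118 from edgeR), and the list was lower by camera (adjusted p = 0.00822, adjusted p = 0.231 with an estimated correlation). GCM1, a transcription factor of trophoblast fusion, had a log2 fold change of -3.22 (adjusted p = 0.118 from edgeR). Without the third Myogel + PDMS library (204389 UMIs) 272 genes passed, 38 did without a filter on low counts and 13 when all 6 groups were fitted together. In the fit with 272 genes every Myogel + PDMS library was deeper than every Myogel + fibrin + PDMS library, so depth and coating cannot be told apart there.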

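Against PDMS alone, cells on Myogel + fibrin + PDMS differed in 372 of 4081 genes tested, 198 higher and 174 lower (edgeR quasi-likelihood test, adjusted p under 0.05). NPPB, which encodes a natriuretic peptide, stood at 51.2 ± 12.9 CPM on Myogel + fibrin + PDMS and 1.26 ± 1.09 CPM on PDMS (SD, n = 3 each), a log2 fold change of 4.50 with an adjusted p of 6.17e-05 from edgeR. TAGLN rose by 3.89, LRRC75A by 3.96 and CLU, an extracellular chaperone, by 2.27 on the log2 scale (adjusted p = 0.000105, 1.44e-05 and 0.00276 from edgeR). Of 12 mitochondrially encoded genes, 7 were higher and none was lower (10 higher when adjusted over the list alone, median 1.31, adjusted p = 6.90e-08 by camera, adjusted p = 0.648 with an estimated correlation). Mitochondrially encoded genes took 1.42%, 1.79% and 2.36% of the UMIs in the Myogel + fibrin + PDMS libraries of 454772, 315530 and 138951 UMIs. On PDMS they took 0.661% to 1.11%. Within conditions of both days, the log2 of this share fell by 0.480 per doubling of the total (34 libraries). Over the depths of the 2 groups this comes to a log2 difference of 0.84, where that in share was 1.08, both without the shallow PDMS library. Most of this rise therefore cannot be told apart from depth. MT-ND3, MT-RNR2 and MT-CO3 rose by 2.40, 1.86 and 1.70 (adjusted p = 0.00314, 0.000952 and 0.00121 from edgeR). Of 78 nuclear-encoded oxidative phosphorylation genes, 18 were higher and 1 was lower (22 and 3 when adjusted over the list alone), UQCR10 with 1.68 and COX7C with 1.56 among the higher (adjusted p = 2.07e-06 by camera, adjusted p = 0.648 with an estimated correlation). Of 15 SWI/SNF and chromatin regulators, 6 were lower and none was higher (7 lower when adjusted over the list alone, median -1.05, adjusted p = 0.000684 by camera, adjusted p = 0.648 with an estimated correlation). They included SMARCA5 at -2.05 (-1.14 without PDMS replicate 3), the acetyl-lysine reader BRD4 at -1.94 and the insulator protein CTCF at -1.57 (adjusted p = 0.000271, 0.00710 and 0.00136 from edgeR). Of 10 genes of cholesterol synthesis and uptake, 2 were lower, INSIG1 at -2.37 and MVD at -1.43, and none was higher (3 lower when adjusted over the list alone, median -0.72, adjusted p = 0.00750 by camera, adjusted p = 0.648 with an estimated correlation). In the hypoxia-induced list, 3 of 24 genes were higher and none was lower (3 higher and 1 lower when adjusted over the list alone, adjusted p = 0.341 by camera): PLIN2 with 1.35 and the glycolytic genes GAPDH and ENO1 with 1.59 and 1.26. Further lower genes were CHST12 and SH3GL3, with log2 fold changes of -3.95 and -3.03, the latter -4.84 without Myogel + fibrin + PDMS replicate 1 (adjusted p = 0.00173 and 0.00121 from edgeR), and the cyclin genes CCNE1 and CCNA2 with -1.61 and -1.63. The count was 666 without the first PDMS library (319 higher, 347 lower), 27 without PDMS replicate 2, 165 without PDMS replicate 3, and 110 and 233 without replicates 1 and 3 of Myogel + fibrin + PDMS. It was 228 (80 higher, 148 lower) without a filter, 222 (72 higher, 150 lower) when all 6 groups were fitted together and 0 of the 211 that could be tested when all libraries were thinned to the depth of the shallowest, but 509 of 2481 when thinned without it, an alternative added after the data were seen. Without the first PDMS library, every Myogel + fibrin + PDMS library was shallower than every PDMS library, so depth and coating cannot be told apart in the fit with 666 genes.

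**Figure D3:**
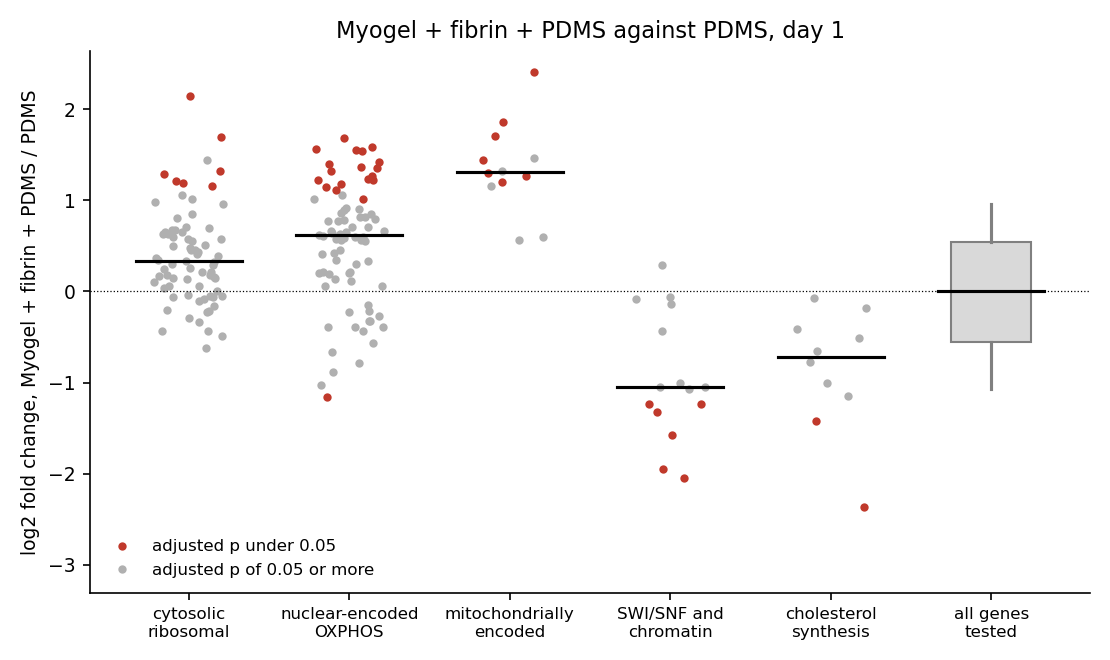
Log2 fold change on Myogel + fibrin + PDMS against PDMS for the members of 5 gene lists, with red points for an adjusted p under 0.05 from edgeR and a black line at each list's median, beside a box of all genes tested (quartiles, whiskers at the 10th and 90th percentile). The mitochondrially encoded list has its median at 1.31, and the share of UMIs of these genes falls with depth within conditions. The SWI/SNF and chromatin list has its median at -1.05. The cytosolic ribosomal median of 0.34 turns to -0.49 over the 39 members tested when all libraries are thinned to equal depth.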

Although the Myogel culture-associated pathways indicated significant changes, single genes were not changed to the same extent. 

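On PDMS, 33 of 7070 genes tested differed from the control, 18 higher and 15 lower (edgeR quasi-likelihood test, adjusted p under 0.05). EFNA1, which encodes the membrane ligand ephrin A1 and lies on chromosome 1 of GRCh38 from 155127876 to 155134899, was lower on PDMS. It stood at 48.6 ± 49.5 CPM on PDMS and 220 ± 44.9 CPM in the control (SD, n = 3 each), a log2 fold change of -1.55 (standard error 0.36, adjusted p = 0.00583 from edgeR) that did not pass without PDMS replicate 3 or control replicate 1 or 3. SLC2A1, which encodes the glucose transporter GLUT1 and lies on chromosome 1 from 42925353 to 42958893, stood at 193 ± 33.4 against 76.0 ± 16.5 CPM (SD, n = 3), a log2 fold change of 1.23 (standard error 0.35, adjusted p = 0.0689 from edgeR). The groups did not overlap for SLC2A1, with all 3 PDMS libraries above all 3 control libraries. Chance leaves 10% of genes without overlap, counting both directions. Of 38 hypoxia-induced genes tested, none was higher and 1 was lower (2 higher and 1 lower when adjusted over the list alone), the median log2 fold change was 0.03 and the list did not pass (adjusted p = 0.928 by camera). Genes of the syncytiotrophoblast and placental hormones stood higher on PDMS: all 11 tested lay above 0 with a median of 1.21, and 2 of them passed (9 when adjusted over the list alone, adjusted p = 6.22e-15 by camera, adjusted p = 0.0476 with an estimated correlation). These 2 were CGA, the common subunit of chorionic gonadotropin and related hormones, at 1404 ± 1048 against 412 ± 63.3 CPM (SD, n = 3), with a log2 fold change of 1.40, and the transcription factor gene OVOL1 with 2.07 (adjusted p = 0.00981 and 0.00105 from edgeR), and each lost its call without PDMS replicate 1 or control replicate 2. Of the 10 genes that the paper's Table 1 lists for PDMS, which were chosen on these same samples, CRIP2 and CD81 were higher, with log2 fold changes of 1.63 and 2.01 (adjusted p = 0.000998 and 0.000331 from edgeR), CRIP2 not without control replicate 1 or 2 and CD81 not without PDMS replicate 2 (0.90) or control replicate 3. Lower were the lysosomal protease CTSV at -1.51, EMP2 at -1.70, the microfibril protein MFAP5 at -1.58 and EFNA1, while ATP2B4, CEP131 and SPTBN1 did not pass (1.11, 1.18 and -1.44), and CTSV, EMP2 and MFAP5 passed in 2, 2 and 1 of 6 fits without 1 library. HAND1, a transcription factor of the early trophoblast, had a log2 fold change of -2.44 (adjusted p = 0.000998), NPPB one of -3.38 and the hyaluronan receptor LAYN one of -3.07 (adjusted p = 0.00144 and 0.000607 from edgeR). Lists of 11 actin and SRF targets and 17 integrin and focal adhesion genes were lower as groups with no member past the threshold (medians -0.55 and -0.42, adjusted p = 0.000779 and 0.0211 by camera, adjusted p = 0.307 and 0.569 with an estimated correlation). The count was 15 without the second PDMS library, 18 without the first and 13 without the third control library, and 25 without the shallow PDMS library. Thinned to its 9807 UMIs, 197 genes could be tested, none of them from the paper's Table S3, and 0 passed. Thinned without it, an alternative added after the data were seen, 25 passed (15 higher, 10 lower), 13 of them among the 33. Fitting all 6 groups together also gave 0, with 479 genes at an unadjusted p under 0.05 in the comparison's own fit and 0 past the threshold with DESeq2.

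**Figure D4:**
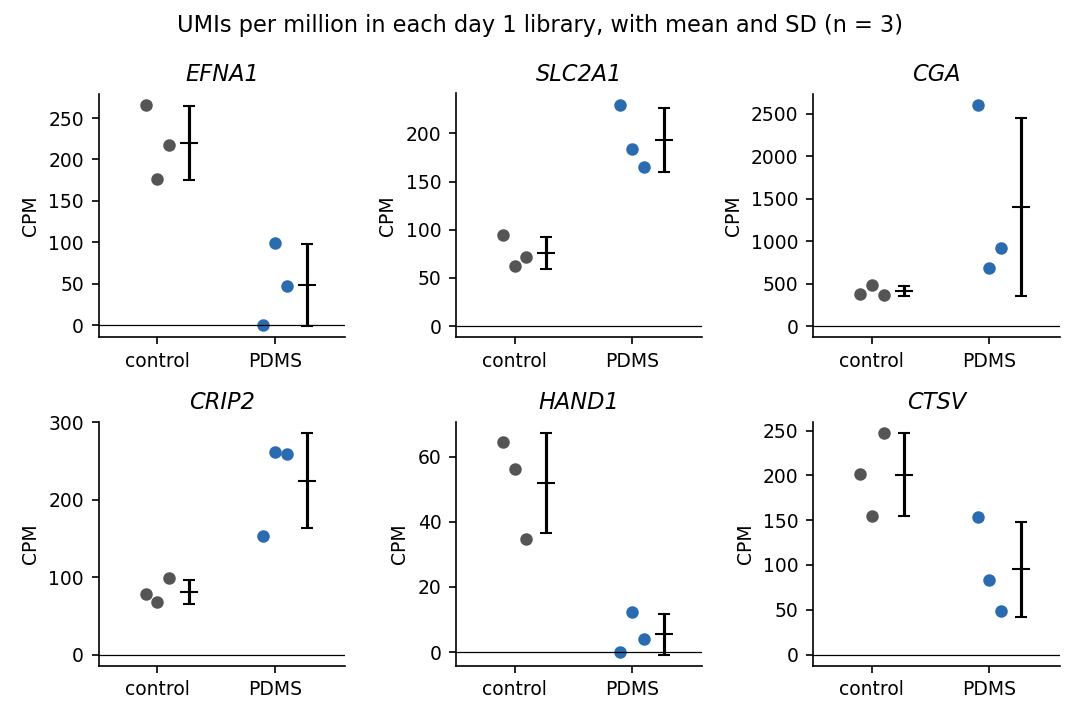
CPM (scaled by TMM, linear axes from 0) of EFNA1, SLC2A1, CGA, CRIP2, HAND1 and CTSV in each control and PDMS library, with the mean ± SD (n = 3 each). EFNA1 has a mean of 48.6 CPM on PDMS and 220 in the control, and SLC2A1 one of 193 and 76.0.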

Analysis of differentially expressed genes revealed upregulation of hypoxia pathway with two genes associated with PDMS coating vs. control: EFNA1 and SLC2A1 (P-value: 0.016), (see Fig. 2). This may be caused by hydrophobic surface property of PDMS that induces organoid type of structures (Fig. 3b), suggesting that oxygen might not diffuse freely in the cells. However, hypoxic pathway was also up-regulated by Myogel vs. pure medium, as seen about the genes EFNA1, SLC25A1, BTG1, ANXA2, and CAV1 (P-value: 0.196). 

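The genes BTG1 and CAV1 were lower on Myogel than in the control. BTG1, which holds back cell proliferation, stood at 4.03 ± 6.98 CPM on Myogel and 129 ± 54.6 CPM in the control (SD, n = 3 each), a log2 fold change of -3.67 with an adjusted p of 7.45e-06 from edgeR. The fold change was -9.50 on this scale without Myogel replicate 1, which held all its UMIs on Myogel. CAV1, the main protein of caveolae, stood at 21.7 ± 19.0 against 117 ± 2.60 CPM (SD, n = 3), a log2 fold change of -1.92 with an adjusted p of 0.00615 from edgeR, and did not pass without Myogel replicate 1. EFNA1, the mitochondrial citrate carrier SLC25A1 and annexin A2 (ANXA2) also had log2 fold changes below 0, at -1.03, -0.61 and -0.53, but did not pass (adjusted p = 0.0790, 0.274 and 0.359 from edgeR). Of 33 hypoxia-induced genes tested, 1 was lower and none was higher (0 when adjusted over the list alone), with a median log2 fold change of -0.18 and an adjusted p of 0.978 by camera. The lower gene was VEGFA, an angiogenic factor, with -1.74 (adjusted p = 0.0269 from edgeR), and it passed in 2 of 6 fits without 1 library. Relative to the median of all genes, the list stood at -0.09 with TMM, -0.10 with size factors and 0.25 without a filter on low counts. Among 13 glycolytic enzymes none passed, with a median of 0.01 and a mean of -0.14 that differ in sign (adjusted p = 0.978 by camera). Of the 101 genes that the paper's Table 1 names for Myogel, 98 could be tested, of which 20 were higher, 26 were lower and 52 did not pass; they were chosen on these same samples. The table's oxidative phosphorylation genes counted 6 higher and 1 lower of 9 tested, and its E2F target genes 0 higher and 3 lower.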

Interestingly, adding Myogel on the PDMS coated culture prevented the development of organoid structures (see Fig. 3d), but showed no clear changes in gene expression. In contrast, adding fibrin to Myogel-coated culture resulted in no changes in gene expression, but three dimensional organization of the cells was observed (Fig. 3e).

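Adding Myogel to PDMS gave 4 of 5592 genes past the threshold, all 4 higher (edgeR quasi-likelihood test, adjusted p under 0.05), and 671 genes had an unadjusted p under 0.05. PIDD1, an adaptor of the p53 response to DNA damage, stood at 142 ± 152 CPM on Myogel + PDMS and 9.57 ± 8.31 CPM on PDMS (SD, n = 3 each), a log2 fold change of 3.11 with an adjusted p of 0.000957 from edgeR (1.96 without Myogel + PDMS replicate 3). HIP1, an adaptor of endocytosis, had 2.72 (1.39 without Myogel + PDMS replicate 3), the actin-binding protein SVIL 2.45 and the noncoding TRIM52-AS1 2.46 (adjusted p = 0.0248, 0.0248 and 0.0336 from edgeR). Of 79 nuclear-encoded oxidative phosphorylation genes, 58 lay above 0 with a median of 0.57, and none passed (7 higher when adjusted over the list alone, adjusted p = 0.00338 by camera, adjusted p = 0.987 with an estimated correlation). The placental hormone list pointed the other way, with 1 of 9 genes above 0 and a median of -0.75 (1 higher and 2 lower when adjusted over the list alone, adjusted p = 0.0224 by camera, adjusted p = 0.987 with an estimated correlation). EGLN3, an oxygen-sensing prolyl hydroxylase, had a log2 fold change of -1.91 and INSIG1 one of -1.46 (adjusted p = 0.0943 and 0.146 from edgeR). Among 75 cytosolic ribosomal protein genes, none passed (2 higher when adjusted over the list alone), and the median of -0.08 and the mean of 0.05 differ in sign (adjusted p = 0.812 by camera). The count was 0 with DESeq2, after thinning to 9807 UMIs (205 genes tested) or thinning without that library (3573 tested) and without any 1 of the 3 PDMS libraries, 2 when all 6 groups were fitted together, and 11 and 13 without replicates 1 and 3 of Myogel + PDMS.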

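Between Myogel + fibrin and Myogel, 1 of 3432 genes passed the threshold (edgeR quasi-likelihood test, adjusted p under 0.05), and 292 had an unadjusted p under 0.05. This gene, MYLPF, a myosin light chain named here after its value was seen, had a log2 fold change of -2.51 (adjusted p = 0.0359 from edgeR), and its libraries overlapped between the groups. TIMP4, an inhibitor of matrix metalloproteases, had a log2 fold change of 3.44 and VEGFA one of 2.09, and neither passed (adjusted p = 0.0594 and 0.436 from edgeR). The 76 nuclear-encoded oxidative phosphorylation genes had a median of -0.49 with none past the threshold, and were lower as a group by camera (adjusted p = 2.56e-07, adjusted p = 0.693 with an estimated correlation). NDUFA1 stood at -1.37 and the mitochondrial ribosomal protein gene MRPS6 at 2.34 (adjusted p = 0.480 and 0.173 from edgeR). Among 71 cytosolic ribosomal protein genes, none passed and the median was -0.02 (adjusted p = 0.810 by camera). The count was 287 without the first Myogel + fibrin library, 21 when all 6 groups were fitted together, 11 without a filter on low counts, and 0 with DESeq2, after thinning to 1430 UMIs (7 genes tested) or thinning without that library (1814 tested). In the fit with 287 genes every Myogel + fibrin library was deeper than every Myogel library, so depth and coating cannot be told apart there.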

Detailed information of well-plate experiment, such as DE-gene lists (Supplementary Tables S3-S9) and significant genes in one heat-map (see Supplementary Figure S3) with Venn diagram of important pathways of well-plate experiment (Supplementary Figure S4) showed in the supplementary section.

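Cells on Myogel + PDMS gave 0 of 6919 genes past the threshold against the control with edgeR, while 1208 had an unadjusted p under 0.05 and DESeq2 called 239 (190 higher, 49 lower). The respiratory chain gene UQCR10 had a log2 fold change of 1.75 and the ATP synthase gene ATP5ME one of 1.53 (adjusted p = 0.118 and 0.121 from edgeR). GCM1 stood at 2.50, the cholesterol synthesis enzyme SQLE at 1.24 and FERMT2, which activates integrins, at 1.13 (adjusted p = 0.109, 0.109 and 0.114 from edgeR). Of 81 nuclear-encoded oxidative phosphorylation genes, 26 were higher and 4 lower when adjusted over the list alone and 0 over all genes, with a median of 0.55 (adjusted p = 7.97e-05 by camera, adjusted p = 0.601 with an estimated correlation). The 14 mitochondrially encoded genes had a median of 0.62 with 3 higher when adjusted over the list alone (adjusted p = 0.00171 by camera, adjusted p = 0.601 with an estimated correlation), and their share of UMIs was highest in the shallowest Myogel + PDMS library. Of 77 cytosolic ribosomal protein genes, 41 lay above 0 with a median of 0.06 that turned to -0.05 without a filter on low counts, and the list did not pass (adjusted p = 0.523 by camera). RPL10 had a log2 fold change of -1.21 (adjusted p = 0.114 from edgeR). Among 38 hypoxia-induced genes none passed, and their median was -0.24 (adjusted p = 0.225 by camera). The count was 372 without the first and 276 without the third Myogel + PDMS library, 211 without a filter, 5 when all 6 groups were fitted together and 1 with size factors or without the first control library. In the fit with 372 genes every Myogel + PDMS library was shallower than every control library, so depth and coating cannot be told apart there.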

### 3.2 Genes and pathways in Myogel coated hypoxia microchip

The data suggested that Myogel enhances cell adherence on PDMS, without inducing changes in gene expression. 

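Whether Myogel acted differently with and without PDMS was tested as an interaction, which sets Myogel + PDMS against PDMS beside Myogel against the control. Of 6513 genes tested, 0 had a difference past the threshold with edgeR and 0 with DESeq2, and 370 had an unadjusted p under 0.05. The 10 genes of placental hormones had a median log2 difference of -0.93, lower with PDMS than without it (adjusted p = 0.000259 by camera, adjusted p = 0.0790 with an estimated correlation). For the 76 cytosolic ribosomal protein genes the median difference was -0.12 (adjusted p = 0.00332 by camera, adjusted p = 0.990 with an estimated correlation). For the 82 nuclear-encoded oxidative phosphorylation genes it was -0.09 (adjusted p = 0.00715 by camera, adjusted p = 0.990 with an estimated correlation). Lists of 35 hypoxia-induced genes and 16 integrin and focal adhesion genes did not pass (medians 0.10 and 0.39, adjusted p = 0.945 and 0.469 by camera). The count ranged from 0 to 6 when 1 library was left out.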

The cell adhesion was visually suspected because they were tightly adherent, when collected for RNA extraction. These results prompted us to use Myogel coating on PDMS microchips in hypoxia experiments. We assessed the genes and pathways that were modulated in Myogel coated PDMS microchips and exposed to oxygen scavenger for 24 hours. The chip generates oxygen levels of <5%, as shown in our previous study, through the activation of image-iT® red fluorescent marker. Because of the formation of organoid structures, we could not use pure PDMS as a control in these experiments, (see Fig. 3a and b). We used Myogel on PDMS microchip, as we observed that PDMS had no effect on gene expression when it was used in addition to Myogel, (Fig. 3c and d). Moreover, liquid form of pure Myogel, in contrast with respect to the thick gel formed with fibrin, allowed the cells to adhere on the PDMS membrane as a single layer, exposing the cells evenly to hypoxia.

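Adding PDMS to Myogel gave 1 of 3656 genes past the threshold (edgeR quasi-likelihood test, adjusted p under 0.05), and 134 had an unadjusted p under 0.05. The gene was PIDD1, at 144 ± 154 CPM on Myogel + PDMS and 3.60 ± 6.24 CPM on Myogel (SD, n = 3 each), with a log2 fold change of 3.80 (standard error 0.79, adjusted p = 0.00636 from edgeR), and it passed in 1 of 6 fits without 1 library, the one without Myogel + PDMS replicate 2. It was 2.61 without Myogel + PDMS replicate 3 and 8.50 without Myogel replicate 1, which held all its UMIs on Myogel. GCM1 had a log2 fold change of 3.15 that did not pass (adjusted p = 0.103), and the estrogen-forming enzyme HSD17B1 one of -1.64 (adjusted p = 0.746 from edgeR). As a group, 77 nuclear-encoded oxidative phosphorylation genes were lower by camera with none past the threshold (median -0.20, adjusted p = 0.00387, adjusted p = 0.894 with an estimated correlation). The 71 cytosolic ribosomal protein genes had a median of -0.10, and the list did not pass (adjusted p = 0.0930 by camera). None of the 20 hypoxia-induced genes tested passed, with a median of -0.04 (adjusted p = 0.445 by camera). The shallowest Myogel library, with 1430 UMIs, is part of the comparison. In simulated counts with the same library sizes, 52% of 4-fold and 4% of 2-fold changes were recovered. The count was 10 without the third Myogel + PDMS library and 0 with DESeq2, without a filter or when all 6 groups were fitted together.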

In normoxia, the cells were cultured on a microchip pumped with water, whereas in hypoxia, the microchip was pumped with oxygen scavenger solution for 24 hours. Principal component analysis (PCA) of samples cultured under hypoxia or normoxia samples microchips revealed a clear separation between the samples, as expected (Supplementary Figure S1).

## 4 Discussion

Ribosome biosynthesis, the top pathway modulated by JEG-3 cells cultured on Myogel, plays a role in protein synthesis, cell growth, and tumorigenesis [35]. Our findings indicate significant metabolic changes when Myogel was used as a matrix of a JEG-3 cell culture. These data suggest that Myogel promotes JEG-3 cells growth and differentiation, and regulates pathways that are associated with human diseases.

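Between Myogel + fibrin + PDMS and Myogel + fibrin, 0 of 4317 genes passed the threshold with edgeR and 1 with DESeq2, and 496 had an unadjusted p under 0.05. All 12 mitochondrially encoded genes lay above 0 with a median of 1.12 (4 higher when adjusted over the list alone, adjusted p = 1.48e-07 by camera, adjusted p = 0.626 with an estimated correlation), MT-ATP6 at 1.49 and MT-ND4 at 1.30 among them. These genes took 1.42% to 2.36% of the UMIs on Myogel + fibrin + PDMS, 2.18% in the first Myogel + fibrin library and 0.345% and 0.712% in the 2 deeper ones, so the difference follows these 2. Of 78 nuclear-encoded oxidative phosphorylation genes, 65 lay above 0 with a median of 0.44 and none passed (adjusted p = 6.41e-06 by camera, adjusted p = 0.626 with an estimated correlation). Of 73 cytosolic ribosomal protein genes, 56 lay above 0 with a median of 0.32 (adjusted p = 4.54e-05 by camera, adjusted p = 0.626 with an estimated correlation), RPS27 at 1.34 among them (adjusted p = 0.351 from edgeR). The 15 SWI/SNF and chromatin regulators had a median of -0.57 with 1 lower when adjusted over the list alone (adjusted p = 0.0333 by camera, adjusted p = 0.626 with an estimated correlation), and SMARCA5 stood at -1.36. TAGLN had a log2 fold change of -0.64 (adjusted p = 0.606 from edgeR). Without the first Myogel + fibrin library, which held 114344 UMIs, 668 genes passed. In that fit every Myogel + fibrin library was deeper than every Myogel + fibrin + PDMS library, so depth and coating cannot be told apart there. The count was 12 without a filter on low counts and 25 when all 6 groups were fitted together.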

Adding PDMS on Myogel + fibrin coating showed no obvious changes in cell morphology and no organoid structures, but 36 genes were up-regulated. Collectively, these morphological findings are in line with the previous observations, showing that Myogel provides better cell migration, and Myogel + fibrin coating generates two and three dimensional matrices [24], [25], [36]. Considered together, these data indicate that the coating has a marked impact on gene expression and morphology, including key cellular processes such as ribosome biosynthesis (mainly Myogel related effect), endocytosis, and adhesion-associated genes such as several of the matrix metalloproteases [37], [38]. 

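Genes of matrix metalloproteases and their inhibitors stood higher on Myogel + fibrin than in the control as a group, with 5 of 6 above 0 and a median log2 fold change of 1.51. None passed over all genes, 4 were higher and 1 lower when adjusted over the list alone (adjusted p = 1.82e-05 by camera, adjusted p = 0.0813 with an estimated correlation). The inhibitor genes TIMP1 and TIMP4 had log2 fold changes of 3.34 and 1.71, and the membrane-bound protease genes MMP15 and MMP14 had 1.69 and -1.56 (adjusted p = 0.0572, 0.170, 0.298 and 0.332 from edgeR). On PDMS against the control, 5 of these 6 genes lay above 0 with a median of 0.81 and none passed (2 higher when adjusted over the list alone, adjusted p = 0.0211 by camera, adjusted p = 0.502 with an estimated correlation). TIMP2 stood at 1.31 there and MMP14 at -0.57 (adjusted p = 0.326 and 0.998 from edgeR). On Myogel, 3 members could be tested and none passed (1 lower when adjusted over the list alone, median -0.04, adjusted p = 0.978 by camera). Of 15 integrin and focal adhesion genes on Myogel, 2 were higher and 1 was lower against the control (median 0.13, adjusted p = 0.978 by camera). For ribosome biogenesis, 2 of 28 genes were higher and 2 were lower on Myogel against the control (3 higher and 5 lower when adjusted over the list alone), with a median of -0.28 (adjusted p = 0.978 by camera). DDX18, an RNA helicase of ribosome assembly, was 1 of the higher genes with a log2 fold change of 1.38. On Myogel + fibrin, 25 of 31 genes of ribosome biogenesis lay above 0 with a median of 0.32 and none passed (adjusted p = 0.00706 by camera, adjusted p = 0.318 with an estimated correlation). Endocytosis was not among the gene lists fixed for these tests. The paper states that coating affects the expression and the morphology of JEG-3 cells, with ribosome biosynthesis put down mainly to Myogel.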

The main pathways that were repressed by hypoxia microchip included mTOR (Mammalian target of rapamycin), MYC (Myelocytomatosis oncogene), E2F (Early 2 factor), and oxidative phosphorylation. Because MYC is a major cell proliferation marker, upregulation of MYC together with G2M checkpoint support that the cells start to proliferate faster in response to hypoxia, see Supplementary Figure S2. These findings point toward reprogramming of cancer cell metabolism, tumor cell growth and progression, and mitochondrial metabolism [38], [39], [40], [41], [42], [43].

We observed altogether 306 differentially expressed genes in JEG-3 cells in hypoxia vs. normoxia (Supplementary Table S1), including upregulation of the mitochondrially encoded genes such as MT-RNR2, MT-ND4, MT-CO2, and MT-CYB, and the lncRNA gene MALAT1. These genes play key roles in mitochondria metabolism, which might reflect the effects of the limited oxygen availability [44]. The most significantly down-regulated genes during hypoxia included UQCR11, IP6K1, STK17A, NFE2L2, and C1QBP. These genes activated oxidative stress, MYC targets (v1,v2), and TNF alpha/NF-kB, all of which modulate cell proliferation, differentiation, apoptosis and coagulation [45], [46], [47], [48], [49], [50], [51].

Although the pathways associated with cell proliferation were activated in response to oxygen scavenger, we found no significant enrichment of the hypoxia pathway genes in the Enrichr pathway analysis. However, five individual hypoxia related genes showed significant upregulation: AKAP12, TPI1, ZNF292, ENO1, and GAPDH. We further compared our genes and pathways modulated in the hypoxia microchip experiment by reanalyzing the results of Zhu et al. [52]. They have studied the effect of hypoxia using JEG-3 cells in a hypoxia chamber for 16 hours. In their experiment, 131 genes were differentially expressed. Of these genes, 14 were differentially expressed also on our microchip, and 12 of these showed effects to the same direction, although the expression fold changes were smaller with our microchip (see Table 2). The most important pathways that were linked to differentially express genes in both our study and by Zhu et al. were oxidative phosphorylation, E2F targets, P53 pathways, apoptosis, hypoxia, and PI3K/AKT/mTOR signaling. Altogether, our study found genes from 33 shared pathways that were observed in the study of Zhu et al.,see Supplementary Table S2. Notably, MYC pathway was similarly enriched in both studies. Although only few genes from hypoxia pathway were observed in our microchip experiment, we observed changes in the expression of mitochondrial genes (MT-RNR2, MT-ND4, MT-CO2, and MT-CYB). This could be related to oxidative stress and reflect the cellular environment in our experiment.

**Table 2:** 14 genes that were differentially expressed both in our microchip experiment and in the dataset of Zhu et al. Log2 fold changes and adjusted P-values are compared, and known pathways involved are shown.

	Our study		Zhu et al.		MSigDB pathways involved (Enrichr)							
DE genes in both sets	log2 FC	p(adj)	log2 FC	p(adj)	Hypoxia	mTORC1 Signaling	Myc Targets V1	p53 Pathway	Apoptosis	Glycolysis	E2F Targets	G2-M Checkpoint
RPS27	1.24	5.15E-08	1.01	3.33E-02								
FTH1	1.10	6.86E-05	1.43	2.85E-04								
RPS24	0.93	2.65E-04	1.03	2.54E-02								
CANX	1.00	4.43E-04	1.56	1.07E-02		x	x					
RPS27A	0.76	2.04E-03	1.33	1.70E-02								
GAPDH	0.84	2.22E-03	1.85	7.22E-07	x	x					x	
HMGB2	0.76	5.35E-03	3.63	3.82E-04					x		x	
JUND	0.71	1.14E-02	1.82	1.89E-03								
SFPQ	0.65	1.22E-02	2.32	2.26E-03								x
CCSAP	0.63	1.87E-02	1.90	1.46E-02								
GM2A	0.56	2.88E-02	1.52	2.07E-03				x				
ENO1	0.52	3.06E-02	4.22	3.98E-14	x	x				x		
RACK1	0.59	3.85E-02	1.01	3.66E-02			x					
TPI1	0.57	4.59E-02	1.29	6.59E-03	x	x				x		

The non-significant effects of our microchip on hypoxia pathway might be related to Myogel, microchip setup, or the duration and the level of hypoxia. In contrast with hypoxic chambers, our microchip involves oxygen deprivation from the apical surface of the cells, which is in contact with the PDMS membrane. It is therefore possible that the luminal side of the cells gets more oxygen from the culture media, and results in only a modest change of hypoxia induced gene expression. The other possibility for the insufficient hypoxia response on our microchip setup could be the chemical reactions of the oxygen scavenger solution. Hypoxic condition are generated by the conversion of sodium sulphite to sodium sulphate (Eq. 1) [53]. Furthermore, sodium sulphite generates sulphur dioxide ($SO_{2}$) by reacting with water (Eq. 2) [54]. Since PDMS is gas permeable, $SO_{2}$ could cross PDMS membrane and influence the significance of generation of hypoxia on the microchip system.

(1) $$2Na_{2}SO_{3}+O_{2}⟶2Na_{2}SO_{4}$$

(2) $$Na_{2}SO_{3}+H_{2}O⟶SO_{2}+2NaOH$$

Although we were unable to measure the exact level of hypoxia on the microchips along with RNA analyses, our previous studies support low oxygen levels ($O_{2}\leq 5\%$) produced by the microchip [22], [23].

It also remains possible that Myogel prevented or modulated the expected effects of the oxygen scavenger. Remarkably, uterine myomas might be hypoxic as such [55], and this could further interfere with the effects of the hypoxia on Myogel coated microchips in comparison with the previous studies.

## 5 Conclusion

This study shows that JEG-3 cells cultured on the Myogel matrix associate with strong stimulation of ribosomal pathways, energy metabolism, and ATP production. Myogel matrix provides better JEG-3 cell adherence on PDMS and shows significant effects on cell morphology and RNA expression. Although our results did not show significant upregulation of the hypoxia pathway genes using the oxygen scavenger and the microchip setup, significant upregulation of several individual hypoxia-related genes and the oxidative phosphorylation pathway arose. These results provide important insights into the possibility to modulate cellular processes and gene expression by different coating. Moreover, our results support the utility of cellular microenvironments in JEG-3 studies. Further studies are needed to assess the effects of temporary and chronic hypoxia in the cell morphology, invasive capacity, and gene expression.

## Funding

This research was funded by University of Helsinki - Doctoral program of Health science.

## Declaration of Competing Interest

The authors declare the following financial interests/personal relationships which may be considered as potential competing interests:

Samineh Barmaki reports financial support was provided by University of Helsinki. Samineh Barmaki reports a relationship with University of Helsinki that includes: employment and funding grants.

## Appendix A Supplementary materials

Supplementary Data S1 Supplementary Raw Research Data. This is open data under the CC BY license http://creativecommons.org/licenses/by/4.0/ Supplementary Data S1

Supplementary Data S2 Supplementary Raw Research Data. This is open data under the CC BY license http://creativecommons.org/licenses/by/4.0/ Supplementary Data S2

## Footnotes

3 MEM, Gibco, Thermo Fisher Scientific Inc, Waltham, MA

4 Thermo Fisher Scientific Inc, Waltham, MA

5 SU-8 50, Kayaku Advanced Materials, Westborough, MA

6 Sylgard 184, Merck, KGaA, Darmstadt, Germany

7 NE-4000, New Era Pump Systems Inc., Farmingdale, NY

8 St. Louis, MA

9 Qiagen, Hilden, Germany

10 ThermoFisher Scientific

11 ThermoFisher Scientific

12 Integrated DNA Technologies

13 ThermoFisher Scientific

14 TSO, Integrated DNA Technologies

15 BioRad, Hercules, California, United States

16 Kapa Biosystems, Massachusetts, United States

17 MagBio, Gaithersburg, Maryland, United States

18 Illumina, San Diego, United States

19 ThermoFisher Scientific

20 ThermoFisher Scientific

21 PerkinElmer, Waltham, Massachusetts, United States

# Supplementary material for: Transcriptomic Profiling of JEG-3 cells using human leiomyoma derived matrix
**Source:** Biomater Biosyst. 2022 Jun 17;7:100056. doi: 10.1016/j.bbiosy.2022.100056
**Supplement:** Supplementary Data S1 — Supplementary Raw Research Data. This is open data under the CC BY license http://creativecommons.org/licenses/by/4.0/

Transcriptomic Profiling of JEG-3 Cells Using Human Leiomyoma Derived Matrix

Samineh Barmaki*

Ahmed Al-Samadi¹

Katarzyna Leskinen¹

Wafa Wahbi

Ville Jokinen

Sanna Vuoristo

Obstetrics and Gynecology, University of Helsinki and Helsinki University Hospital, 00290 Helsinki, Finland

Tuula Salo

Juha Kere

Satu Wedenoja²

Obstetrics and Gynecology, University of Helsinki and Helsinki University Hospital, 00290

---

¹These authors contributed equally to this work.

²These authors contributed equally to this work.

Päivi Saavalainen^{2,*}

Genetics, University of Helsinki, 00290 Helsinki, Finland. Folkhälsan Research Center,

Abstract

Oxygen tension varies during placental and fetal development. Although hypoxia drives early trophoblast invasion, low placental oxygen levels during pregnancy show association with pregnancy complications including fetal growth restriction and preeclampsia. JEG-3 cells are often used as a trophoblast model. We studied transcriptional changes of JEG-3 cells on a uterine leiomyoma derived matrix Myogel. This might be the closest condition to the real uterine environment that we can get for an in vitro model. We observed that culturing JEG-3 cells on the leiomyoma matrix leads to strong stimulation of ribosomal pathways, energy metabolism, and ATP production. Furthermore, Myogel improved JEG-3 cell adherence in comparison to tissue culture treated plastic. We also included PDMS microchip hypoxia creation, and observed changes in oxidative phosphorylation, oxygen related genes and several hypoxia genes. Our study highlights the effects of Myogel matrix on growing JEG-3 cells, especially on mitochondria, energy metabolism, and protein synthesis.

Keywords: Pre-eclampsia, Myogel, Hypoxia, Microfluidic, PDMS, Oxygen scavenger, JEG-3, Placenta, Microenvironment, Biomaterials

---

1. Introduction

Trophoblasts are temporary cells that form the epithelial layer of the placenta. Deep invasion of fetal trophoblasts into the uterine wall of the mother is a crucial step of the placentation to deliver adequate blood and oxygen supply

5 to the fetus. Defects in the trophoblast invasion during early pregnancy limit the placental development and capacity and might underlie a spectrum of human pregnancy complications, from miscarriages to fetal growth restriction and preeclampsia [1].

Many problems in human pregnancy show association with chronic placental
10 hypoxia. Early stages of placentation are also accompanied with a decline in the oxygen levels at the maternal-fetal interface. This physiological hypoxia results in deeper invasion of extravillous trophoblasts into the wall of the uterus in search for oxygen, and formation and remodeling of the spiral arteries. In later stages of human pregnancy, however, trophoblasts are unable to invade
15 and placental hypoxia leads to inflammation, oxidative stress, and apoptosis [2, 3, 4, 5, 6, 7, 8, 9].

Studying the earliest stages of placentation remains challenging. There are several reason for it. First, primary trophoblasts isolated from human first-trimester placentas do not proliferate in vitro [10]. Second, different hypoxia
20 systems such as low-oxygen chambers and chemicals provide partly inconsistent findings [11]; and finally, the medium used in hypoxia experiments may further modify cellular responses [12]. To date, many studies have utilized JEG-3 chorioncarcinoma cell line as a model for early trophoblasts[10, 13, 14, 15].

Hypoxia-induced changes in JEG-3 cells involve reduction of the major placental hormone human chorionic gonadotropin (hCG), upregulation of the vascular endothelial growth factor (VEGF) [8, 10], and transcriptional regulation of a number of other genes by Hypoxia Inducible Factors (HIFs) [16]. However, results vary depending on the applied hypoxia system [17, 18, 19, 20, 21].

We have previously generated a microfluidic chip setup, where hypoxia is
30 generated by pumping oxygen scavenger solution into a microfluidic channel that is separated from the cell culture by a gas-permeable membrane [22, 23].

We hypothesized that this system could be used to model hypoxia-induced gene expression changes of human trophoblast.

We studied RNA expression of JEG-3 cells using the hypoxia microchip we
35 developed, and human leiomyoma- derived matrix Myogel, which mimics tumor

micro-environment and the human uterine wall [24, 25]. Also, we present cellular responses and the genes that are differentially expressed during hypoxia, and the utility of Myogel as an extracellular matrix for the JEG-3 culture.

2. Materials and Methods

2.1. Cell Culture

All experiments were performed using JEG-3 cells (RRID: CVCL-0363). These cells were cultured using Eagle’s minimum essential medium ³ with non-essential amino acids, 90% sodium pyruvate, and 10% antibiotic-free Fetal bovine serum (FBS, Gibco). Cells from passages 5-12 were used for experiments. All cell culture experiments were performed using a regular cell incubator (37° with 5% CO₂).

2.2. Testing different coating on JEG-3 cells

24-well plates ⁴ were coated with poly-dimethyl-siloxane (PDMS). PDMS consists of two parts of polymer (Base Elastomer and Curing Agent). We used the standard mixing ration for PDMS, 10 parts base elastomer and 1 part curing agent (10 : 1) to coat the cell culture well plates. Then 150μl of PDMS added to the 24 well plates (surface area: 1.9cm²). We used the same PDMS ratio (10 : 1) to fabricate our previous reported microchips and the PDMS membrane).

Then, 0.5 mg/ml Myogel (50μl/well) and/or fibrin matrix were added on PDMS, while control wells remained uncoated. For stabilizing the coating, the plates were incubated in 37° with 5% CO₂ for 24 hours. JEG-3 cells were seeded 24 hours after coating of the plates. The cells were lysed after the first and third day for RNA analysis. All experiments were performed in three technical replicates.

We collected the cells on day 1 and day 3 to evaluate RNA concentrations. Because of the observed increase in RNA yields from day 1 to 3, and for the

---

³MEM, Gibco, Thermo Fisher Scientific Inc, Waltham, MA

⁴Thermo Fisher Scientific Inc, Waltham, MA

normal morphology of cells on day 1, we then performed RNA analyses on day 1 cells. Moreover, for the hypoxia experiment, we used an incubation time of 24 hours (day 1), which has been used in several earlier hypoxia studies on JEG-3 cells [9, 26].

2.3. PDMS microchip fabrication

The PDMS chips were fabricated by replication molding from SU-8 masters. The fabrication method and design of the microfluidic chips have been described previously [22]. Briefly: The SU-8⁵ was spin coated 4000 rpm 30s for a 40 μ m thick layer. The chips were made from PDMS⁶ with the ratio of 10:1 with the cross-linking agent. The chips were closed by bonding a 30 μ m thick PDMS membrane on top of the channels. The PDMS membrane was fabricated by spin coating PDMS 2000rpm 30s on top of an anti-adhesive fluoropolymer coats silicon wafer.

2.4. Microchip assay

The surface adherence plays essential role in PDMS attachment on PDMS reservoir [27]. The microfluidic chips and cell reservoir were washed gently with soap and rinsed with deionized water and 70% ethanol. Then, they were dried with pressurized air; a piece of scotch tape was used to remove any residual dust or particles from the surface. For testing the functionality of microfluidics before cell culture experiments, water was pumped with a microfluidic syringe pump ⁷ with flow rate of 0.1ml/h (1.6 μ l/min) into the microfluidic channels. If any leaks was detected during the test the chip is discarded.

A 2D cell culture matrix with Myogel was generated on PDMS membrane of microfluidic chip. The oxygen scavenger solution was pumped for 24hours in the two meanders of the microchip with the flow rate of 0.1ml/h. Hypoxia was

---

⁵SU-8 50, Kayaku Advanced Materials, Westborough, MA

⁶Sylgard 184, Merck, KGaA, Darmstadt, Germany

⁷NE-4000, New Era Pump Systems Inc., Farmingdale, NY

induced on the cells that were separated from an underlying oxygen scavenging channel network by a thin PDMS membrane, as described previously [22, 23].

For making oxygen scavenger solution a water solution of sodium sulfite (835mM oxygen-depleted H_2O) was used to generate the oxygen sink. The reaction of sodium sulphite (Na_2SO_3) with dissolved oxygen in H_2O is utilized for oxygen depletion and generation of an active in-liquid oxygen sink. Cobalt nitrate ($Co(NO_3)_2$ hexahydrate salt, 9mM) in nitric acid was used as the catalyst. All reagents were obtained from Sigma Aldrich ⁸. Figure 1 illustrates the structure of the hypoxia microchip, where hypoxia was generated by pumping of the oxygen scavenger solution in the microfluidic channels under the JEG-3 cells.

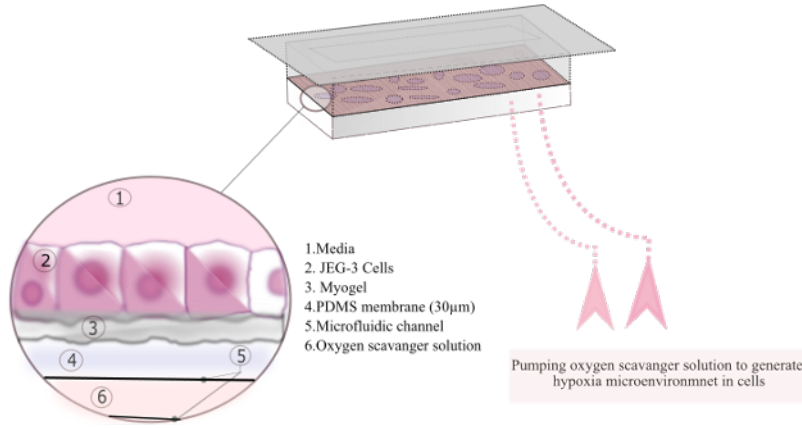

Figure 1: Structure of the hypoxia microchip.

2.5. RNA-sequencing and data analysis

RNA was extracted from the JEG-3 cells using the RNA easy Mini Kit according to the manufacturer's instructions. Cells were homogenized with

⁸St. Louis, MA

⁹Qiagen, Hilden, Germany

QIAshredder columns (Qiagen). After extraction, RNA was quantified using Qubit 2 Fluorometer ¹⁰ with the Qubit RNA HS Assay Kit ¹¹. RNA samples were stored at -70°C . The RNA sequencing method was designed based on the Drop-seq. protocol, as described [20]. Briefly speaking, 10ng of RNA was
105 mixed with Indexing Oligonucleotides ¹². After 5 minutes of incubation at ambient temperature, RNA was combined with RT mix containing 1× Maxima RT buffer, 1mM dNTPs, 10U/ μl Maxima HRTase, 1U/ μl RiboLock ¹³, and 2.5 μM Template Switch Oligo ¹⁴. Samples were incubated in a T100 thermal
110 cycler ¹⁵ for 30 minutes at 22°C and 90 minutes at 52°C . The constructed cDNA was amplified by PCR in a volume of 15 μl using 5 μl of RT mix as template, 1× HiFi HotStart Ready-mix ¹⁶, and 0.8 μM SMART PCR primer. The samples were thermo-cycled in a T100 thermocycler as follows: 95°C 3 min; subsequently four cycles of 98°C for 20 sec, 65°C for 45 sec, 72°C for 3 min; following 16 cycles of 98°C for 20 sec, 67°C for 20 sec, 72°C for 3
115 min; and with the final extension step of 5 min at 72°C . The PCR products were pooled together in sets of 27 samples containing different Indexing Oligos and purified with 0.6X High-Prep PCR Clean-up System ¹⁷ according to the manufacturer’s instructions. They were eluted in 10 μl of molecular grade water. The 3’-end cDNA fragments for sequencing were prepared using the Nextera XT
120 ¹⁸ tagmentation reaction with 1ng of each PCR product serving as an input. The reaction was performed according to the manufacturer’s instructions, with the exception that the P5 SMART primer was used instead of the i5 Nextera primer. After the PCR reaction, each set of samples was pooled and tagmented with a different Nextera i7 index. Subsequently, the samples were PCR amplified

---

¹⁰ThermoFisher Scientific

¹¹ThermoFisher Scientific

¹²Integrated DNA Technologies

¹³ThermoFisher Scientific

¹⁴TSO, Integrated DNA Technologies

¹⁵BioRad, Hercules, California, United States

¹⁶Kapa Biosystems, Massachusetts, United States

¹⁷MagBio, Gaithersburg, Maryland, United States

¹⁸Illumina, San Diego, United States

125 as follows: $95^{\circ}C$ for 30 sec; 11 cycles of $95^{\circ}C$ for 10 sec, $55^{\circ}C$ for 30 sec, $72^{\circ}C$
for 30 sec; with the final extension step of 5 min at $72^{\circ}C$. Samples were purified
twice using $0.6\times$ and $1.0\times$ High-Prep PCR Clean-up System (MagBio) and
eluted in $10\mu l$ of molecular grade water.

The concentration of the library was measured using a Qubit 2 Fluorometer
130 ¹⁹ and the Qubit DNA HS Assay Kit ²⁰, while the quality was assessed using
the LabChip GXII Touch HT electrophoresis system ²¹, with the DNA High
Sensitivity Assay (PerkinElmer) and the DNA 5K/RNA/Charge Variant Assay
LabChip (PerkinElmer). Samples were stored at $-20^{\circ}C$. The libraries were
sequenced on an Illumina NextSeq 500, with an addition of the custom primer
135 producing a read 1 of $20bp$ and a read 2 (paired end) of $55bp$. Sequencing was
performed at the Functional Genomics Unit of the University of Helsinki. The
RNA sequencing data has been deposited to NCBI Gene Expression Omnibus
(Accession ID: GSE182988).

Raw sequence data was filtered to remove reads shorter than $20bp$. Sub-
140 sequently, the original pipeline for processing of Drop-seq data was used [28].
Briefly, reads were additionally filtered to remove poly A tails of length 6 or
greater, and aligned to the human (GRCh38) genome using STAR aligner with
default settings [29]. Uniquely mapped reads were grouped according to the
barcodes 1 to 9, and gene transcripts were counted by their Unique Molecular
145 Identifiers (UMIs) to reduce bias emerging from the PCR amplification. Digital
expression matrices (DGE) were used for reporting the number of transcripts
per gene in each sample (according to the distinct UMI sequences counted). Dif-
ferentially expressed genes were identified using DESeq2 [30] with the cut-off for
the adjusted p-value set to 0.05. We compared our hypoxia microchip data on
150 JEG-3 RNA expression with an independent publicly available dataset. RNA-
seq data on expression of JEG-3 cells cultured in a hypoxia chamber for 24 hours

---

¹⁹ThermoFisher Scientific

²⁰ThermoFisher Scientific

²¹PerkinElmer, Waltham, Massachusetts, United States

[31] were downloaded from the GEO under the accession number GSM1862652.

Normalization and differential expression analysis between these two data sets were performed using edgeR [32] package integrated into Chipster platform [33]. Heatmaps were drawn with heatmapper tool [34] and pathway analyses were performed with Enrichr (MSigDB Hallmark 2020 pathway) [35, 36].

3. Results

3.1. Influence of Myogel coating on gene expression and cell morphology

We assessed the morphology and RNA expression of JEG-3 cells at the first day of the cell culture. We compared cell morphology and analyzed gene expression of the JEG-3 cells cultured in the wells coated with Myogel, PDMS, Myogel + PDMS, Myogel + fibrin, Myogel + fibrin + PDMS, and uncoated control, (Figure 3). Total RNA yields increased in extractions from day one to day 3 (Supplementary Table S10), indicating that the cells were proliferating. The genes and corresponding pathways modulated by different conditions were studied. Some of the most significant findings were in association with Myogel coating, (Table 1 ; Figure 2). When Myogel was added to the JEG-3 culture, 308 genes showed differential expression (Supplementary Table S2), and Myogel provided better cell adhesion (Figure 3c).

The gene expression changes that were observed were related to several neurological diseases (Huntington disease, Parkinson disease, and Alzheimer disease). This might reflect the crucial role of oxygen supply in different tissues, including both the placenta and brain . This finding indicates that the changes we observed were not trophoblast specific but more related to general changes in energy metabolism. These pathways were tightly related to several NDUF genes (NDUFB7; NDUFB3; NDUFB; NDUFV1) mitochondrial respiratory genes, and ribosomal protein metabolism. We also assessed how PDMS and fibrin - or their combinations - modulate gene expression when they were used with Myogel. When the cells were coated with the combination of Myogel, fibrin, and PDMS, we observed significant modulation of ribosomal genes. This observation was

similar to what has been seen with pure Myogel; accordingly, fibrin itself has very small effects on gene expression, (Table 1 , Figure 2). This was particularly demonstrated between the conditions PDMS + Myogel vs. PDMS + fibrin + Myogel, showing almost no changes in gene expression. However, the comparison between Myogel + fibrin + PDMS vs. PDMS only produced significant
185 changes in gene expression (Table 1, Figure 2 and Figure 3).

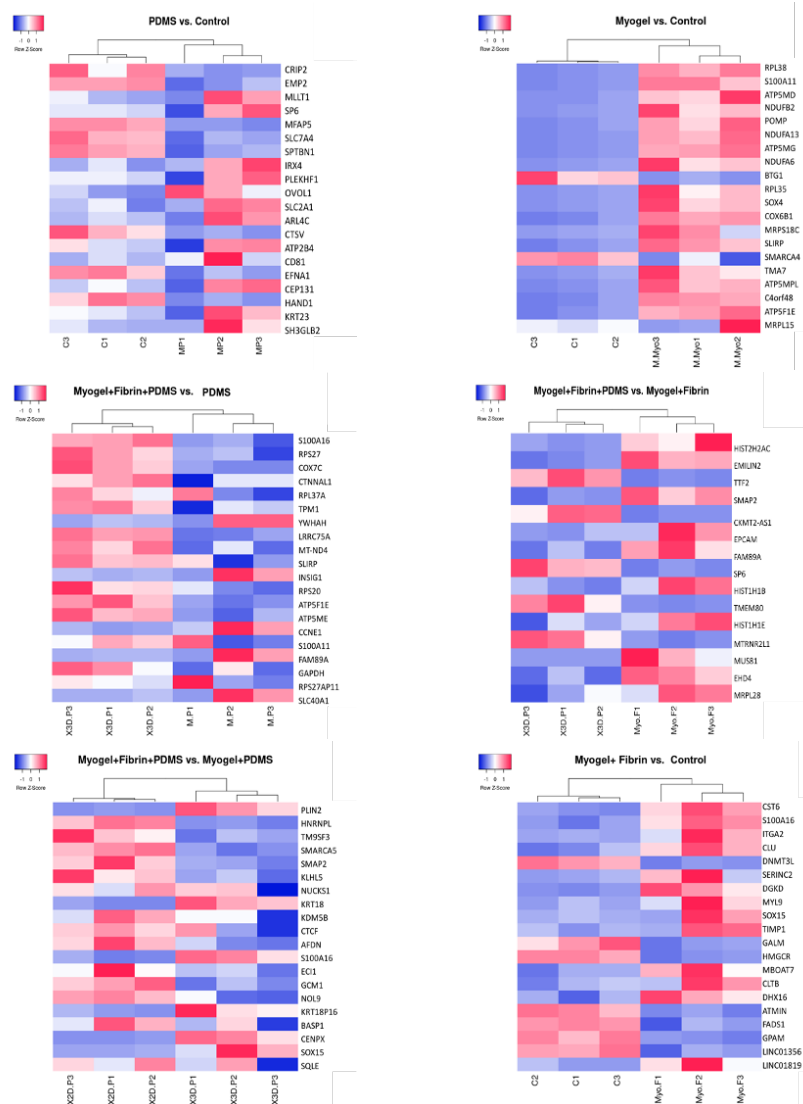

Figure 2: Comparison of differentially expressed genes between the well plates coated with PDMS, Myogel, fibrin, and their combinations. Heat-maps show the top 20 differentially expressed genes (with 2-fold change or greater) in JEG-3 cells for each conditions after hierarchical clustering analysis. Each column represents three replicates for each of the two conditions (M.P: PDMS, C: Control, Myo.F: Myogel + Fibrin (Myo: Myogel, F: Fibrin), X3D.P: Myogel + Fibrin + PDMS,(X3D: Myogel+Fibrin, P: PDMS) X2D.P: Myogel + PDMS (X2D:Myogel,P: PDMS), M.Myo : Myogel), and the rows indicate the genes. The gene expression levels were shown by color and intensity: red indicates down-regulation and blue upregulation, and higher color intensity reflects higher fold change. Statistical analysis done by heatmapper, Three replicates from each condition, (n=3).

Although the Myogel culture-associated pathways indicated significant changes, single genes were not changed to the same extent. Analysis of differentially expressed genes revealed upregulation of hypoxia pathway with two genes associated with PDMS coating vs. control: EFNA1 and SLC2A1 (P-value: 0.016),
190 (see Figure 2). This may be caused by hydrophobic surface property of PDMS that induces organoid type of structures (Figure 3b), suggesting that oxygen might not diffuse freely in the cells. However, hypoxic pathway was also up-regulated by Myogel vs. pure medium, as seen about the genes EFNA1,
195 SLC25A1, BTG1, ANXA2, and CAV1 (P-value: 0.196). Interestingly, adding Myogel on the PDMS coated culture prevented the development of organoid structures (see Figure 3d), but showed no clear changes in gene expression. In contrast, adding fibrin to Myogel-coated culture resulted in no changes in gene expression, but three dimensional organization of the cells was observed
200 (Figure3e).

Detailed information of well-plate experiment, such as DE-gene lists (Supplementary Tables S3-S9) and significant genes in one heat-map (see Supplementary Figure S3) with Venn diagram of important pathways of well-plate experiment (Supplementary Figure S4) showed in the supplementary section.

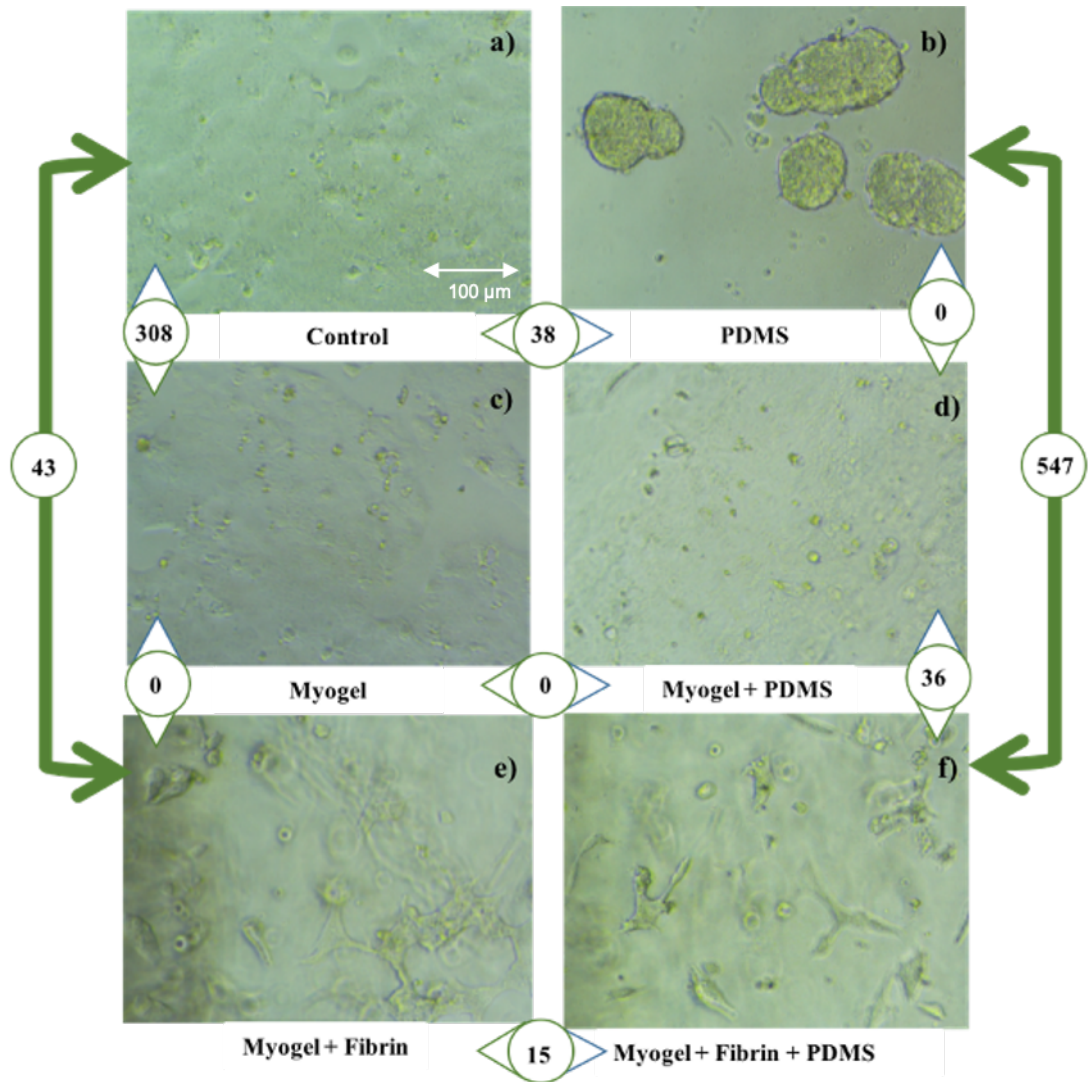

Figure 3: Morphology and the number of significantly differentially expressed genes in JEG-3 cells in the cultures a) Control (only medium), 308 significant gene expressed in Myogel over control, 38 genes expressed in PDMS over control, 43 genes expressed in Myogel + Fibrin over control. b) PDMS, not significant genes expressed between PDMS and Myogel + PDMS, 547 genes expressed in Myogel + Fibrin + PDMS over PDMS. c) Myogel, not significant genes expressed in Myogel + Fibrin over Myogel and Myogel + PDMS over Myogel. d) Myogel + PDMS, 36 genes expressed in Myogel + Fibrin + PDMS over Myogel + PDMS. e) Myogel + fibrin, 15 genes expressed in Myogel + Fibrin + PDMS over Myogel + Fibrin. f) Myogel + fibrin + PDMS. Three replicates from each condition (n=3).

PDMS <i>v.s.</i> Control			Myogel <i>v.s.</i> Control		
Term	P-value	Genes	Term	P-value	Genes
Coagulation	0.008	CRIP2; CTSV	Oxidative Phosphorylation	≈ 0	COX7B; SLC25A3; ECHS1; NDUFB7; NDUFB3; NDUFB; NDUFV1; ATP5G; ATP5ME; COX8A; TIMM8B; ATP5P
Mitotic Spindle	0.016	CEP131; SPTBN1	Myc Targets V1	≈ 03	DDX18; SLC25A3; CNBP; RPLP0; ILF2; SRPK1; LSM2; PSMD8; CDC20; AIMP2; SYN-CRIP; FBL; LSM7; C1QBP; NDUFAB1; POLD2; RACK1; SRSF2; SNRPG; SRSF7; EIF4G2
Hypoxia	0.016	EFNA1; SLC2A1	Adipogenesis	≈ 0	COX8A; SLC25A1; COX7B; MTCH2; ECHS1; NDUFB7; ITSN1; ECH1; TALDO1; CHCHD10; UQCR11; ATP1B3; MRPL15; UQCR10; UQCRQ; NDUFAB1; UQCRC1; SUCLG1
Estrogen Response Late	0.016	ATP2B4; EMP2	E2F Targets	0.001	CDC20; SYNCRIP; ILF3; POP7; POLD2; SRSF2; PSIP1; MKI67; DCTPP1; RAN
TGF-beta Signaling	0.052	SPTBN1	Peroxisome	0.001	FDPS; VPS4B; CNBP; ECH1; SLC25A4; FADS1; YWHAH
PI3K / AKT / mTOR Signaling	0.099	SLC2A1	Myc Targets V2	0.001	DDX18; AIMP2; PPAN; FARSA; DCTPP1
UV Response Dn	0.134	ATP2B4	Fatty Acid Metabolism	0.003	ECHS1; NTHL1; UROS; ECH1; SUCLG1; PRDX6; HSD17B10; YWHAH
UV Response Up	0.146	CTSV	G2-M Checkpoint	0.003	CDC20; TPX2; SYNCRIP; PRMT5; GINS2; ILF3; UBE2C; SRSF2; MKI67
IL-2 / STAT5 Signaling	0.181	CD81	Cholesterol Homeostasis	0.005	FDPS;EBP;ECH1; HMGCR; S100A11
TNF-alpha Signaling via NF-kB	0.182	EFNA1	Unfolded Protein Response	0.008	RPS14; NOP14; EXOSC4; IMP3; POP4; HSP90B1
p53 Pathway	0.182	CD81	DNA Repair	0.028	NT5C; MPG; ELOA; SAC3D1; ITPA; POLR2K
heme Metabolism	0.182	SLC2A1	Androgen Response	0.068	KRT19; UBE2I; HMGCR; FADS1
Estrogen Response Early	0.182	SLC2A1	Estrogen Response Late	0.09	CDC20; GINS2; KRT19; PERP; CAV1; DCXR
Complement	0.182	CTSV	mTORC1 Signaling	0.09	CCT6A; EBP; HMGCR; FADS1; HSP90B1; ATP5MC1
mTORC1 Signaling	0.1821	SLC2A1	p53 Pathway	0.09	LDHB; BTG1; PERP; DCXR; RGS16; RACK1
Epithelial Mesenchymal Transition	0.182	MFAP5	UV Response Up	0.09	NFKBIA; EIF5; BTG1; EPCAM; SLC25A4
			Reactive Oxygen Species Pathway	0.17	NDUFA6; PRDX6
			Protein Secretion	0.18	SGMS1; VPS4B;CLTA
			Mitotic Spindle	0.193	TPX2; PPP4R2; ITSN1; CKAP5; SAC3D1
			Hypoxia	0.196	EFNA1; SLC25A1; BTG1; ANXA2; CAV1

Table 1: Up-regulated Pathways of JEG cells on well plate experiment

205 *3.2. Genes and pathways in Myogel coated hypoxia microchip*

The data suggested that Myogel enhances cell adherence on PDMS, without inducing changes in gene expression. The cell adhesion was visually suspected because they were tightly adherent, when collected for RNA extraction. These results prompted us to use Myogel coating on PDMS microchips in hypoxia experiments. We assessed the genes and pathways that were modulated in Myogel coated PDMS microchips and exposed to oxygen scavenger for 24 hours. The chip generates oxygen levels of $< 5\%$, as shown in our previous study , through the activation of image-iT® red fluorescent marker. Because of the formation of organoid structures , we could not use pure PDMS as a control in these experiments, (see Figure 3 *a* and *b*). We used Myogel on PDMS microchip, as we observed that PDMS had no effect on gene expression when it was used in addition to Myogel, (Figure 3 *c* and *d*). Moreover, liquid form of pure Myogel, in contrast with respect to the thick gel formed with fibrin, allowed the cells to adhere on the PDMS membrane as a single layer, exposing the cells evenly to hypoxia.

In normoxia, the cells were cultured on a microchip pumped with water , whereas in hypoxia, the microchip was pumped with oxygen scavenger solution for 24 hours. Principal component analysis (PCA) of samples cultured under hypoxia or normoxia samples microchips revealed a clear separation between the samples, as expected (Supplementary Figure S1).

4. Discussion

Ribosome biosynthesis, the top pathway modulated by JEG-3 cells cultured on Myogel, plays a role in protein synthesis, cell growth, and tumorigenesis [35]. Our findings indicate significant metabolic changes when Myogel was used as a matrix of a JEG-3 cell culture. These data suggest that Myogel promotes JEG-3 cells growth and differentiation, and regulates pathways that are associated with human diseases.

DE genes in both sets	Our study		Zhu et al.		MSigDB pathways involved (Enrichr)							
	log2 FC	p(adi)	log2 FC	p(adi)	Hypoxia	mTORC1 Signaling	Myc Targets V1	p53 Pathway	Apoptosis	Glycolysis	E2F Targets	G2-M Checkpoint
RPS27	1.24	5.15E-08	1.01	3.33E-02								
FTH1	1.10	6.86E-05	1.43	2.85E-04								
RPS24	0.93	2.65E-04	1.03	2.54E-02								
CANX	1.00	4.43E-04	1.56	1.07E-02		x	x					
RPS27A	0.76	2.04E-03	1.33	1.70E-02								
GAPDH	0.84	2.22E-03	1.85	7.22E-07	x	x					x	
HMGB2	0.76	5.35E-03	3.63	3.82E-04					x		x	
JUND	0.71	1.14E-02	1.82	1.89E-03								
SFPQ	0.65	1.22E-02	2.32	2.26E-03								x
CCSAP	0.63	1.87E-02	1.90	1.46E-02								
GM2A	0.56	2.88E-02	1.52	2.07E-03				x				
ENO1	0.52	3.06E-02	4.22	3.98E-14	x	x				x		
RACK1	0.59	3.85E-02	1.01	3.66E-02			x					
TPI1	0.57	4.59E-02	1.29	6.59E-03	x	x				x		

Table 2: 14 genes that were differentially expressed both in our microchip experiment and in the dataset of Zhu et al. Log2 fold changes and adjusted P-values are compared, and known pathways involved are shown.

Adding PDMS on Myogel + fibrin coating showed no obvious changes in cell morphology and no organoid structures, but 36 genes were up-regulated. Collectively, these morphological findings are in line with the previous observations, showing that Myogel provides better cell migration, and Myogel + fibrin coating generates two and three dimensional matrices [24, 25, 36]. Considered together, these data indicate that the coating has a marked impact on gene expression and morphology, including key cellular processes such as ribosome biosynthesis (mainly Myogel related effect), endocytosis, and adhesion-associated genes such as several of the matrix metalloproteases [37, 38]. The main pathways that were repressed by hypoxia microchip included mTOR (Mammalian target of rapamycin), MYC (Myelocytomatosis oncogene), E2F (Early 2 factor), and oxidative phosphorylation. Because MYC is a major cell proliferation marker,

245 upregulation of MYC together with G2M checkpoint support that the cells start to proliferate faster in response to hypoxia, see Supplementary Figure S2. These findings point toward reprogramming of cancer cell metabolism, tumor cell growth and progression, and mitochondrial metabolism [39, 40, 41, 42, 43, 38].

We observed altogether 306 differentially expressed genes in JEG-3 cells 250 in hypoxia vs. normoxia (Supplementary Table S1), including upregulation of the mitochondrially encoded genes such as MT-RNR2, MT-ND4, MT-CO2, and MT-CYB, and the lncRNA gene MALAT1. These genes play key roles in mitochondria metabolism, which might reflect the effects of the limited oxygen availability [44]. The most significantly down-regulated genes during hypoxia 255 included UQCR11, IP6K1, STK17A, NFE2L2, and C1QBP. These genes activated oxidative stress, MYC targets (v1,v2), and TNF alpha/NF-kB, all of which modulate cell proliferation, differentiation, apoptosis and coagulation [45, 46, 47, 48, 49, 50, 51].

Although the pathways associated with cell proliferation were activated in 260 response to oxygen scavenger, we found no significant enrichment of the hypoxia pathway genes in the Enrichr pathway analysis. However, five individual hypoxia related genes showed significant upregulation: AKAP12, TPI1, ZNF292, ENO1, and GAPDH. We further compared our genes and pathways modulated in the hypoxia microchip experiment by reanalyzing the results of Zhu et al. [52]. 265 They have studied the effect of hypoxia using JEG-3 cells in a hypoxia chamber for 16 hours. In their experiment, 131 genes were differentially expressed. Of these genes, 14 were differentially expressed also on our microchip, and 12 of these showed effects to the same direction, although the expression fold changes were smaller with our microchip (see Table 2). The most important pathways 270 that were linked to differentially express genes in both our study and by Zhu et al. were oxidative phosphorylation, E2F targets, P53 pathways, apoptosis, hypoxia, and PI3K/AKT/mTOR signaling. Altogether, our study found genes from 33 shared pathways that were observed in the study of Zhu et al., see Supplementary Table S2. Notably, MYC pathway was similarly enriched in both 275 studies. Although only few genes from hypoxia pathway were observed in our

microchip experiment, we observed changes in the expression of mitochondrial genes (MT-RNR2, MT-ND4, MT-CO2, and MT-CYB). This could be related to oxidative stress and reflect the cellular environment in our experiment.

The non-significant effects of our microchip on hypoxia pathway might be related to Myogel, microchip setup, or the duration and the level of hypoxia. In contrast with hypoxic chambers, our microchip involves oxygen deprivation from the apical surface of the cells, which is in contact with the PDMS membrane. It is therefore possible that the luminal side of the cells gets more oxygen from the culture media, and results in only a modest change of hypoxia induced gene expression. The other possibility for the insufficient hypoxia response on our microchip setup could be the chemical reactions of the oxygen scavenger solution. Hypoxic condition are generated by the conversion of sodium sulphite to sodium sulphate (equation 1).[53]. Furthermore, sodium sulphite generates sulphur dioxide (SO_2) by reacting with water (equation 2).[54]. Since PDMS is gas permeable, SO_2 could cross PDMS membrane and influence the significance of generation of hypoxia on the microchip system.

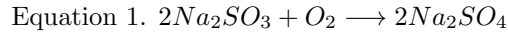Although we were unable to measure the exact level of hypoxia on the microchips along with RNA analyses, our previous studies support low oxygen levels ($O_2 \leq 5\%$) produced by the microchip [22, 23].

It also remains possible that Myogel prevented or modulated the expected effects of the oxygen scavenger. Remarkably, uterine myomas might be hypoxic as such [55], and this could further interfere with the effects of the hypoxia on Myogel coated microchips in comparison with the previous studies.

5. Conclusion

This study shows that JEG-3 cells cultured on the Myogel matrix associate with strong stimulation of ribosomal pathways, energy metabolism, and ATP production. Myogel matrix provides better JEG-3 cell adherence on PDMS and

305 shows significant effects on cell morphology and RNA expression. Although
 our results did not show significant upregulation of the hypoxia pathway genes
 using the oxygen scavenger and the microchip setup, significant upregulation
 of several individual hypoxia-related genes and the oxidative phosphorylation
 pathway arose. These results provide important insights into the possibility to
 310 modulate cellular processes and gene expression by different coating. Moreover,
 our results support the utility of cellular microenvironments in JEG-3 studies.
 Further studies are needed to assess the effects of temporary and chronic hypoxia
 in the cell morphology, invasive capacity, and gene expression.

Acknowledgements

315 The author would like to thank Dr.Esko Kankuri, Lahja Eurojoki, and Hanne
 Ahola for their laboratory assistance during the project.

Funding

This research was funded by University of Helsinki - Doctoral program of
 Health science .

320 References

How the deposited data were processed for this re-analysis (not part of the article)

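RNA of JEG-3 cells cultured in coated and uncoated wells was measured as a table of counts with 59 columns, 1 for each library, and 26321 genes. The authors made the counts before they were deposited: as their methods state, reads under 20 bp were removed, poly A stretches of 6 or more bases were trimmed, the reads were aligned to GRCh38 with STAR at default settings, and distinct UMIs of uniquely mapped reads were counted per gene and library. The values are whole numbers whose totals differ between libraries, with no normalization applied. The sources used here give neither the STAR version nor the annotation release.

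Of the 59 columns, 36 were used: 18 libraries of day 1 and 18 of day 3, with 3 libraries in each of 6 conditions. The other 23 columns were not analysed here: most are described in the sample sheet as PDMS with PVA, a condition outside the paper's comparisons, and 3 more are a second series of Myogel + fibrin + PDMS on day 1, marked with a prefix. The sample sheet describes every PDMS library as grown in a PDMS chip, whereas the paper describes PDMS-coated wells for these comparisons; they were read as the coated wells, which the deposited protocol also describes. No column is described as hypoxia or normoxia, so the hypoxia microchip experiment was not analysed here. No pair of libraries in a condition was identical. Gene names in the table hold the letters NA nowhere, although 1145 annotated genes have them; 377 names with the digit 0 became the name of an annotated gene once the digit was read as NA, none of them in more than 1 way, and were read back in this form. Coordinates are from GENCODE on GRCh38.

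Total counts ranged from 1430 to 1895011 UMIs per library on day 1, with a median of 519490, and from 74676 to 713954 on day 3, with a median of 311240. Floors for genes at 0 UMIs in a group use 3 UMIs over the group and, like intervals, cover counting error only. Setting such genes at their floor changed no list's median at the printed precision.

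Comparisons were made with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F test, two-sided, on the libraries of the 2 groups compared, after filterByExpr (minimum count 10, minimum total 15) and TMM. P-values were adjusted by Benjamini and Hochberg over the genes tested, and a gene passed at an adjusted p under 0.05. CPM values are TMM-scaled counts per library, given as mean ± SD. Gene lists were tested with camera of limma 3.58.1 on the edgeR counts with their fitted dispersions, at a preset correlation of 0.01. P-values were adjusted over the lists of a comparison, and the tests were repeated with an estimated correlation and with fry. Log2 CPM with a prior count of 2 served for the overlap of libraries and the slopes on depth. Fry tests whether a list's genes move on balance in 1 direction and does not compare them with other genes. The lists cover ribosomes, mitochondria, oxygen, lipids, stress, trophoblast types, adhesion, chromatin and other cell types. Whether an effect differed between coatings or days was tested as an interaction.

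Genes named in the text follow a rule set in advance. They are all genes that the paper's text or tables name, in their comparison; the 10 largest rises and 10 largest falls among genes past the threshold whose libraries do not overlap between groups; and up to 4 members of each described list that pass with the smallest p, or the 2 with the smallest p where none passes. The paper's values for the genes of the first part had been seen. The text gives a choice of these genes, and genes outside the rule in the lists of shared calls are named as examples of those counts.

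The alternatives were DESeq2's size factors, no filter on low counts, DESeq2 1.42.0 with and without its prior on fold changes, a fit of all 18 libraries of day 1, thinning of all libraries to the smallest total, the replicate number as a block, and leaving out each library in turn. Added after the data were seen were the comparisons on day 3, the interactions with the day, and fits that leave out the libraries under 20000 UMIs. Other splits of the same samples were fitted in the same way, all 10 for 3 libraries against 3 and 100 drawn ones for interactions. The tests were also tested on counts simulated with known changes, drawn from pooled gene proportions with the real library sizes and fitted dispersions. These counts lack the differences in composition between the real libraries.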

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

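The comparisons of day 3, the interactions with the day, the day 3 tests of the ribosomal and respiratory patterns, the bound on the depth slope, the slopes under other scalings and of UMI shares, the matched lists without the shallow libraries, the differences at equal depth, the splits by depth and the sorting of interaction splits were chosen only after results had been seen, and the counts of all comparisons were known when the predictions were written. The paper reports expression on day 1, and the day 3 libraries of the same conditions are data that it does not analyse.

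On day 3, PDMS against the control gave 15 of 4266 genes past the threshold by edgeR, 7 higher and 8 lower. CGA and CRIP2 were higher, with log2 fold changes of 1.38 and 1.48, and CTSV, EFNA1, AKAP12 and STC1 were lower, with -1.91, -1.42, -1.90 and -1.90. Myogel + PDMS against PDMS gave 18 of 4798 genes, 9 higher and 9 lower. Myogel + fibrin + PDMS against PDMS gave 95 of 4866 genes, 38 higher and 57 lower. Myogel + fibrin against Myogel gave 11 of 3161 genes, all lower, with CAND1 at -2.76 and PKM at -1.15 among them. Myogel + PDMS against Myogel gave 1 gene, AGFG1, at 1.90, and Myogel + fibrin + PDMS against Myogel + fibrin gave 2, SELENOO at 2.74 and AGFG1 at 1.53. For PDMS against the control the count was 1, 0 and 4 without PDMS replicates 1, 2 and 3 of day 3, and 48 and 1 without control replicates 1 and 2. For Myogel + PDMS against PDMS it was 2, 2 and 4 without PDMS replicates 1, 2 and 3, and 85, 3 and 39 without Myogel + PDMS replicates 1, 2 and 3. For Myogel + fibrin + PDMS against PDMS it was 57, 38 and 20 without PDMS replicates 1, 2 and 3, and 36, 351 and 16 without Myogel + fibrin + PDMS replicates 1, 2 and 3. For Myogel + fibrin against Myogel it was 0 and 4 without Myogel replicates 1 and 3, and 0, 2 and 30 without Myogel + fibrin replicates 1, 2 and 3. The gene of Myogel + PDMS against Myogel did not pass without Myogel + PDMS replicates 2 or 3 or Myogel replicates 1 or 2, and 53 genes passed without Myogel + PDMS replicate 1. For Myogel + fibrin + PDMS against Myogel + fibrin the count was 1, 47 and 0 without Myogel + fibrin + PDMS replicates 1, 2 and 3, and 1 and 0 without Myogel + fibrin replicates 1 and 2. In the fits that gave 351, 53 and 47 genes, every library of the first group was deeper than every library of the second, so depth and coating cannot be told apart in them. With 3 libraries against 3 there are 10 splits, the real one included, too few for a share under 0.05; the highest count of any other split was 0, 0, 1, 0, 7 and 14 for these 6 comparisons. For Myogel + PDMS against Myogel 2 and for Myogel + fibrin + PDMS against Myogel + fibrin 3 of the 10 splits gave as many genes, the real one included.

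Between day 1 and day 3, the effect of Myogel against the control differed in 42 of 4738 genes by an interaction term in edgeR, 6 with a higher and 36 with a lower value on day 3. UQCR10 and POMP had log2 differences of -2.52 and -1.95, and BTG1 one of 3.64. The effect of Myogel + fibrin + PDMS against PDMS differed in 79 of 5599 genes, 36 higher and 43 lower on day 3, with MARCKSL1 at 2.99 and MALAT1 at -2.16. The first count was 4 and 3 without control replicates 1 and 3 of day 1, 133, 79 and 2 without Myogel replicates 1, 2 and 3 of day 1, 111 and 11 without control replicates 1 and 3 of day 3, and 6, 4 and 13 without Myogel replicates 1, 2 and 3 of day 3. The second was 231, 2 and 247 without PDMS replicates 1, 2 and 3 of day 1, 34 and 38 without Myogel + fibrin + PDMS replicates 1 and 3 of day 1, 19, 17 and 27 without PDMS replicates 1, 2 and 3 of day 3, and 7, 263 and 18 without Myogel + fibrin + PDMS replicates 1, 2 and 3 of day 3. Of 100 splits with the coatings permuted within each day, the real one included, 6 and 9 gave as many genes, with a highest other count of 408 and 572. These 2 highest splits keep the coating groups of day 1 with their labels exchanged, so their counts follow from the coating contrast and say nothing on chance. Of the splits that break the coating groups of both days, 1 of 81 gave as many genes for the first (highest 44) and 0 of 78 for the second (highest 3). Whether chance gives these counts is left open. The libraries of day 1 and of day 3 were sequenced in separate pools, so day and pool cannot be told apart here. On day 1 each Myogel library was also shallower than each control library, while on day 3 the totals of these groups overlap. Depth on day 1 therefore stays open for the Myogel differences too, those of UQCR10 and BTG1 included.

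Genes of ribosomal proteins and of oxidative phosphorylation, 155 in all, stood higher as a group on Myogel than in the control on day 1. Of the oxidative phosphorylation genes 35 passed as higher and 3 as lower, and of the ribosomal ones 10 and 1, whose median was below 0 with size factors (-0.11) and without a filter (-0.08). The median log2 fold change of both together was 0.45 (adjusted p = 2.35e-13 by camera, adjusted p = 0.989 with an estimated correlation). Leaving out the library with 1430 UMIs gave an adjusted p of 2.28e-14 and a median of 0.36, which argues against that library as the cause. Matched random lists of the same abundance had a median of 0.32 (0.17 to 0.41), and the list lay at their percentile 99.24, so that part of the rise was common to genes of that abundance. That percentile met the outcome set in advance against such a common rise as the whole cause, but without the library of 1430 UMIs the matched lists had a median of 0.26 (0.13 to 0.38) and the percentile was 93.46, so this outcome rests on 1 library and decides nothing. Tests of depth within conditions, over 34 libraries, went both ways. The slope of the genes' mean level per doubling of the total was 0.0406 log2 units with TMM over all genes (0.0327 without the 2 farthest libraries, permutation p = 0.834, lower 95% bound -0.0347), -0.0353 after a filter on low counts and -0.0726 with size factors. A slope of -0.137 would be needed for the median of 0.36 in the comparison's own fit. In these 3 scalings the difference between the groups without the shallow library was 0.10, 0.36 and 0.41, so a much weaker slope would do for the first. The slope of the genes' share of all UMIs was -0.162 (permutation p = 4.00e-05), which over the depths of the groups comes to a log2 difference of 0.43, where that in share was 0.59 without the shallow library. In a model with a common slope on depth, the difference at equal depth was 0.17 in share (95% interval -0.08 to 0.41), and the lowest lower bound of 4 measures was -0.16. Every Myogel library was shallower than every control library, so the depth of the libraries and the coating cannot be told apart for these genes. On day 3, where the totals of the groups overlap, the median was -0.0155 (-0.14 to 0.14 when 1 library was left out), which argues against an effect of the coating that lasts to day 3. Depth, a rise of abundant genes in general and an effect of Myogel limited to day 1 stay open.

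Ribosomal protein genes, 73 in all, stood higher as a group on Myogel + fibrin + PDMS than on PDMS, with 7 past the threshold, 56 above 0 and a median of 0.34 (adjusted p = 0.00284 by camera in this set of tests, adjusted p = 0.708 with an estimated correlation). Without the PDMS library of 9807 UMIs the median was 0.66 (adjusted p = 2.86e-15 by camera). Ribosomal protein genes took 26.6% of the UMIs in that library, the highest share on PDMS. A higher median without it was thus largely set in advance and decides little. Matched random lists had a median of 0.53 (0.29 to 0.66) and the list lay at their percentile 7.62, but with the library of 9807 UMIs PDMS is the deeper group by mean totals (log2 ratio 1.16) and the shallower one by mean log2 totals (difference -0.43), so this percentile decides nothing on depth. Without that library PDMS is deeper by mean log2 totals too (1.75), the matched lists had a median of 0.48 (0.25 to 0.67) and the percentile was 97.04, which leaves a shift common to abundant genes open. The slope of their mean level within conditions was 0.0704 with TMM over all genes (0.0619 without the 2 farthest, permutation p = 0.890, lower 95% bound -0.0344), -0.00694 after a filter on low counts and -0.0449 with size factors. A slope of -0.376 would be needed for the median of 0.66. In these scalings the difference between the groups without the shallow library was 0.49, 0.74 and 0.64, so a weaker slope would do for the first. The slope of the ribosomal genes' share of all UMIs was -0.106 (permutation p = 0.00107), which comes to a log2 difference of 0.19, where that in share was 0.53 without the shallow library. In a model with a common slope on depth, the difference at equal depth was 0.61, 0.73 and 0.57 in these scalings and 0.34 in share (95% interval 0.07 to 0.62), with a lowest lower bound of 0.0665. The model used only libraries of 20000 UMIs or more, and among these every Myogel + fibrin + PDMS library was shallower than every PDMS library. The difference at equal depth therefore rests on the assumption of a linear effect of depth shared by the conditions, and does not decide on depth. The margin of its lower bound is also small: without PDMS replicate 2 or 3 or Myogel + fibrin + PDMS replicate 1 a lower bound fell below 0, to -0.0430 at the lowest. The median on day 3 was 0.0323 (-0.13 to 0.15), which argues against a lasting effect of the coating. Depth, a shift of abundant genes in general and an effect limited to day 1 stay open.

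The 33 genes past the threshold on PDMS against the control were weighed in the same way. Leaving out the PDMS library of 9807 UMIs left their log2 fold changes at a median ratio of 1.00 (0.686 to 1.05). So shallow a library carries little weight in a fold change, so this ratio was largely set in advance and decides little. Without that library 17 of the 33 still passed, which argues against it as the source of these 17 calls, and the others did not pass. Of the 33 genes, 18 could be tested on day 3. There, 100% of these 18 had the same direction (exact 95% interval 81.5% to 100%) and 5 passed, where 57.2% of all genes shared a direction. The interval counts the 18 genes as independent, although all were measured in the same libraries, so it is too narrow. The shared direction is what an effect of the PDMS surface that lasts to day 3 would give, but it does not decide for one. Such an effect stays a hypothesis, since the paper calls the samples of a condition technical replicates and no independent experiment was tested.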

How the results depend on the processing

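Day 1 gave 12 counts of genes past the threshold with 170 alternative values, of which 58 lay within 1.5 times the reported count, 45 no longer had a gene past the threshold, 30 newly had one and 37 moved further. Of 1623 alternative values for the 184 named genes that passed on day 1, 759 passed again, 864 did not and none changed direction. With DESeq2 43 of these genes passed and with size factors 163. The shallowest libraries, with 1430 UMIs on Myogel and 9807 on PDMS, limit the depth. In simulated counts with these library sizes, 85% and 84% of 4-fold and 22% and 24% of 2-fold changes were recovered for Myogel and PDMS against the control. For Myogel + fibrin and Myogel + PDMS against Myogel, 34% and 52% of 4-fold changes were. The simulated libraries lack the differences in composition between the real ones. Unless stated, the cause was not tested; thinning and leaving out libraries lower the counts or the number of samples by construction. The fits with the replicate number as a block are given only here and beside the paper's values, since in 0 comparisons of day 1 did all same-numbered libraries correlate at over 0.1. The comparisons of the microchip cultures were not run, and the camera test of thinned libraries could not be given for Myogel against the control, where too few genes were left.

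With DESeq2's size factors, the count was 968 for Myogel against the control and 1 for Myogel + PDMS against the control. Without a filter it was 211 for Myogel, 34 for Myogel + fibrin and 211 for Myogel + PDMS against the control, 228 for Myogel + fibrin + PDMS against PDMS, 11 for Myogel + fibrin and 0 for Myogel + PDMS against Myogel, and 38 and 12 for Myogel + fibrin + PDMS against Myogel + PDMS and against Myogel + fibrin. With DESeq2 it was 28, 0, 19 and 239 for Myogel, PDMS, Myogel + fibrin and Myogel + PDMS against the control, 0 and 57 for Myogel + PDMS and Myogel + fibrin + PDMS against PDMS, 0 and 0 for Myogel + fibrin and Myogel + PDMS against Myogel, and 19 and 1 for Myogel + fibrin + PDMS against Myogel + PDMS and against Myogel + fibrin. A prior on the fold changes gave the same numbers apart from 17 for Myogel + fibrin against the control. The replicate block gave 23 for Myogel and 0 for PDMS against the control, 0 and 71 against PDMS, 0 and 0 against Myogel, and 16 and 1 for the last pair of comparisons. Fitting all groups of day 1 together gave 0, 0, 14 and 5 against the control, 2 and 222 against PDMS, 21 and 0 against Myogel, and 13 and 25 for the last pair. After thinning to the smallest total, every comparison of day 1 gave 0, but few genes were left to test where a shallow library set the depth: 3 and 197 for Myogel and PDMS against the control, 205 and 211 against PDMS and 7 and 7 against Myogel, where the others kept 2036 to 3304. Thinned without the library under 20000 UMIs, an alternative added after the data were seen, Myogel and PDMS against the control gave 217 and 25, Myogel + fibrin + PDMS against PDMS gave 509, and Myogel + PDMS against PDMS, Myogel + fibrin against Myogel and Myogel + PDMS against Myogel gave 0.

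Leaving out 1 library gave 69 to 566 genes for Myogel, 13 to 39 for PDMS, 1 to 93 for Myogel + fibrin and 0 to 372 for Myogel + PDMS against the control. It gave 0 to 13 for Myogel + PDMS and 27 to 666 for Myogel + fibrin + PDMS against PDMS, 0 to 287 for Myogel + fibrin and 0 to 10 for Myogel + PDMS against Myogel, and 0 to 272 and 0 to 668 for Myogel + fibrin + PDMS against Myogel + PDMS and against Myogel + fibrin. The 668 genes came without replicate 1 of Myogel + fibrin, and the 272 without replicate 3 of Myogel + PDMS. In both of these fits every library of 1 group was deeper than every library of the other, so depth and coating cannot be told apart in them. The same holds for the fits with 372, 666 and 287 genes, which left out replicate 1 of Myogel + PDMS, of PDMS and of Myogel + fibrin.

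The difference of the Myogel effect with and without PDMS gave 1 gene without a filter, 1 with the block and 0 to 6 with 1 library left out. The difference of the fibrin effect with and without PDMS gave 1 gene, SMAP2, with a log2 difference of -5.08, and 2 without a filter, 0 with DESeq2 and without the shallowest libraries, and 0 to 4 with 1 library left out. Of 100 splits, the real one included, 100 and 12 gave as many genes for these 2 interactions, with a highest other count of 427 and 70, so chance cannot be excluded; a count of 0 is reached by every split.

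On day 3, the count without a filter was 31 for PDMS, 4 for Myogel + fibrin and 3 for Myogel + PDMS against the control, 47 for Myogel + PDMS against PDMS, 33 for Myogel + fibrin and 13 for Myogel + PDMS against Myogel, and 13 and 19 for Myogel + fibrin + PDMS against Myogel + PDMS and against Myogel + fibrin. DESeq2 gave 29 and 39 against PDMS, size factors gave 2 for Myogel + PDMS against Myogel, and the block gave 3 for PDMS against the control, 6 for Myogel + fibrin + PDMS against PDMS, 9 for Myogel + PDMS against Myogel and 0 for Myogel + fibrin + PDMS against Myogel + fibrin. Leaving out 1 library gave 0 to 48 for PDMS, 0 to 1 for Myogel + fibrin and 0 to 1 for Myogel + PDMS against the control, 2 to 85 and 16 to 351 against PDMS, 0 to 30 and 0 to 53 against Myogel, and 0 to 17 and 0 to 47 for the last pair. For the difference of the Myogel effect between the days, the count was 8 with size factors, 14 without a filter, 23 with DESeq2, 79 without the shallowest library and 2 to 133 with 1 library left out. For that of Myogel + fibrin + PDMS against PDMS it was 27 with DESeq2, 52 with the block, 231 without the shallowest library and 2 to 263 with 1 library left out.

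Of 62 alternative values of 5 gene list tests, 49 kept their direction and their side of the threshold, 12 lost the threshold and 1 reversed. Cytosolic ribosomal proteins on Myogel gave an adjusted p of 0.181 with size factors, 0.179 without a filter, 0.989 with an estimated correlation, 0.583 with fry and 6.04e-06 to 0.932 with 1 library left out. Oxidative phosphorylation on Myogel gave 0.989 with an estimated correlation and 0.400 with fry. Ribosomal proteins on Myogel + fibrin + PDMS against PDMS reversed after thinning, over 39 members and with an adjusted p of 0.00578, and gave 0.720 with an estimated correlation, 0.447 with fry and 5.51e-15 to 0.424 with 1 library left out. The hypoxia-induced list did not pass in Myogel or PDMS against the control under any alternative.

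Libraries of 3 against 3 can be split in 10 ways, the real one included, too few for a share under 0.05. The real count and the highest other were 515 and 13 for Myogel, 33 and 12 for PDMS, 3 and 0 for Myogel + fibrin, and 0 and 0 for Myogel + PDMS against the control, 4 and 4 for Myogel + PDMS and 372 and 5 for Myogel + fibrin + PDMS against PDMS, 1 and 396 for Myogel + fibrin and 1 and 332 for Myogel + PDMS against Myogel, and 0 and 0, and 0 and 2, for Myogel + fibrin + PDMS against Myogel + PDMS and against Myogel + fibrin. The split with 396 genes put Myogel replicates 1 and 3 with Myogel + fibrin replicate 1, and that with 332 put Myogel replicate 1 with Myogel + PDMS replicates 1 and 2, which points to a structure of the samples. The split with 396 set 456935, 82940 and 114344 UMIs against 1895011, 973980 and 1430. Apart from the library of 1430 UMIs, it thus sets shallower libraries against deeper ones, and depth stays open for it. The split with 332 sets the 3 deepest libraries against the 3 shallowest, and the same kind of split, looked at after the data were seen, gave 24 for Myogel + fibrin against Myogel, 1 for PDMS and 0 for Myogel + fibrin and Myogel + PDMS against the control, and 0 in the other comparisons between coatings. For Myogel against the control it is the real split, so its 515 genes cannot be told apart from a difference in depth. After thinning to equal depth without the library of 1430 UMIs 160 of them still passed, which argues against the number of counts alone for these, while what made the libraries shallow stays open. For the list tests, the real p and the lowest other were 8.10e-05 and 1.38e-05 for ribosomal proteins, 3.15e-18 and 1.14e-11 for oxidative phosphorylation and 0.586 and 0.0560 for hypoxia-induced genes on Myogel, 0.907 and 0.0593 for hypoxia-induced genes on PDMS, and 0.000568 and 2.41e-25 for ribosomal proteins on Myogel + fibrin + PDMS, and 3, 1, 8, 10 and 8 of the 10 splits gave a p as low, the real one included. On day 3, no gene passed for Myogel, Myogel + fibrin and Myogel + PDMS against the control or for Myogel + fibrin + PDMS against Myogel + PDMS, where the highest other split gave 0, 0, 18 and 0 (105, 245, 165 and 354 genes at an unadjusted p under 0.05, and 0 with DESeq2). The effect of PDMS differed between the days in 0 genes by edgeR and by DESeq2 (206 at an unadjusted p under 0.05), with 31 in the highest of 99 other splits; a count of 0 is reached by every split.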

Differences from the paper's values

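The paper's count of genes for Myogel against the control is 308, and the count here is 515. Among the alternatives set before the data were examined, the count comes within 1.5 times the paper's without a filter on low counts (211), without Myogel replicate 2 (377) and without Myogel replicate 3 (450), and it differs under size factors, DESeq2 with and without a prior, the replicate block, the fit of all groups, thinning and the other fits without 1 library. For Myogel + fibrin against the control the paper's count is 43 and the count here is 3, and only without a filter (34) does it come within 1.5 times. For Myogel + fibrin + PDMS against Myogel + PDMS the paper's count is 36 and the count here is 0, and only without a filter (38) does it come within 1.5 times. Against Myogel + fibrin the paper's count is 15 and the count here is 0, and only without a filter (12) does it come within 1.5 times. For Myogel + PDMS against the control the paper's Table S9 lists 53 genes and the count here is 0, and no alternative comes within 1.5 times. The deposited counts also hold 3 libraries of a second series described as Myogel + fibrin + PDMS on day 1, which were not used here, and the paper does not say on which libraries its counts and Tables S6 to S8 for this condition rest. The paper states an adjusted p of 0.05 for these counts, as used here, with DESeq2 in place of edgeR.

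The fold changes here come from edgeR, without DESeq2's prior, and the paper's methods do not say whether its own carry it. For Tables S3, S5, S6, S7 and S9 the paper's values lay nearer to DESeq2 with the prior than to edgeR. The median absolute difference was 0.0108 against 0.171 for Table S9, but 0.174 against 0.123 for Table S8. The paper's log2 fold change of EFNA1 on PDMS is -1.13 and the value here is -1.55, or -1.01 with the prior. It does not differ by more than the larger standard error with DESeq2 with and without a prior, with the replicate block, without PDMS replicate 3 and without control replicate 1. It differs under the others. For NDUFB7 on Myogel the paper's value is 0.77 and the value here is 1.14; it differs only as reported and without Myogel replicate 2. For NDUFB3 on Myogel the paper's value is 1.2 and the value here is 1.69; it does not differ with size factors, without a filter, with DESeq2 with and without a prior, with all groups, without control replicates 1 and 3 and without Myogel replicate 3, and differs with the block and without the other libraries.

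Of the genes in the paper's tables, the direction was shared by 37 of 37 tested for PDMS (Table S3), 39 of 39 for Myogel + fibrin (Table S5), 12 of 12 for Myogel + fibrin + PDMS against Myogel + fibrin (Table S6, on the direction of its caption), 34 of 34 for Myogel + fibrin + PDMS against Myogel + PDMS (Table S7), 531 of 533 for Myogel + fibrin + PDMS against PDMS (Table S8) and 52 of 52 for Myogel + PDMS against the control (Table S9). They passed here in 19, 2, 0, 0, 326 and 0 cases. With size factors, 16 genes of Table S3, 1 of Table S5, 292 of Table S8 and 1 of Table S9 passed. Of the genes of Table S3, 17 passed without a filter and 0 with DESeq2, with all groups fitted together or with the replicate block, and of those of Table S8 139, 56, 132 and 64 passed, respectively. Without a filter, 21 of the genes of Table S5, 7 of Table S6, 23 of Table S7 and 46 of Table S9 passed, with DESeq2 17, 1, 19 and 44, with all groups fitted together 13, 12, 12 and 5, and with the replicate block 3, 1, 14 and 0, respectively. Without Myogel + fibrin replicate 1, which had the lowest total of its group, 40 genes of Table S5 and 13 of Table S6 passed, and without Myogel + PDMS replicate 3, also the lowest of its group, 36 of Table S7 and 51 of Table S9. Without Myogel + PDMS replicate 1, 50 genes of Table S9 passed, and without PDMS replicates 1, 2 and 3 21, 4 and 14 genes of Table S3 and 500, 26 and 142 of Table S8 passed. Table S4 holds 259 genes in the copy used here, fewer than the paper's count for Myogel, and was not compared.

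The paper describes the hypoxia pathway as raised on PDMS by EFNA1 and SLC2A1. Here, EFNA1 was lower on PDMS at -1.55, which is also its direction in Table S3, and SLC2A1 stood at 1.23 without passing. It also describes the pathway as raised on Myogel by EFNA1, SLC25A1, BTG1, ANXA2 and CAV1, and here all 5 lay below 0, with BTG1 at -3.67 and CAV1 at -1.92 past the threshold. With size factors EFNA1, SLC25A1 and ANXA2 passed as lower genes too, at -1.43, -0.99 and -0.90. Table 1 is titled as up-regulated pathways and lists genes for them; of its genes tested here for Myogel, 20 lay above 0 and 78 below, and for PDMS 5 lay above and 5 below, although 6 of its 9 oxidative phosphorylation genes tested were higher on Myogel. Where the paper reports no changed gene, for Myogel + PDMS against PDMS and for fibrin or PDMS added to Myogel, 4, 1 and 1 genes passed here and 0 with DESeq2. In Fig. 2 the colour key marks CRIP2 as lower on PDMS, whereas its log2 fold change here was 1.63 and Table S3 also has it higher. The text gives for PDMS added to Myogel + fibrin the number of genes that Fig. 3 gives for fibrin added to Myogel + PDMS.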

Other observations

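The comparisons of day 3 were chosen after the data had been seen. Genes of placental hormones, which were higher on PDMS on day 1, were higher there on day 3 as well, with a median log2 fold change of 1.04 over 9 genes, and 1 passed (4 when adjusted over the list alone, adjusted p = 3.94e-08 by camera, adjusted p = 0.360 with an estimated correlation). Adding Myogel to PDMS went the other way on day 3: 2 of 10 of these genes were lower and none was higher (7 lower when adjusted over the list alone), with a median of -1.12 (adjusted p = 2.46e-12 by camera, adjusted p = 0.0366 with an estimated correlation). CGA stood at 551 ± 151 CPM on Myogel + PDMS and 1646 ± 54.1 on PDMS (SD, n = 3 each), a log2 fold change of -1.59 (adjusted p = 0.00190 from edgeR), and PGF, a placental growth factor, had -1.09 (adjusted p = 0.0350). Both comparisons share the PDMS libraries, so their opposite signs are not independent. With fibrin as well, 5 of 10 were lower than on PDMS and 1 was higher (adjusted p = 7.82e-08 by camera, adjusted p = 0.305 with an estimated correlation), with SDC1 at -2.21, the aromatase gene CYP19A1 at -1.90 and HSD17B1 at 1.30 (adjusted p = 0.000964, 0.0277 and 0.0378 from edgeR).

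Genes induced by hypoxia were lower on PDMS than in the control on day 3, 3 of 37 past the threshold and none higher (5 lower when adjusted over the list alone), with a median of -0.43 (adjusted p = 6.00e-08 by camera, adjusted p = 0.360 with an estimated correlation). EFNA1 had a log2 fold change of -1.42 and FAM162A one of -1.59 (adjusted p = 0.0193 and 0.0308 from edgeR). On Myogel + fibrin + PDMS against PDMS, 4 of 38 were higher and none was lower (8 higher when adjusted over the list alone, adjusted p = 3.31e-07 by camera, adjusted p = 0.305 with an estimated correlation), with EFNA1 at 1.64 and DDIT3, a gene of the stress response, at 1.59 in this comparison (adjusted p = 0.00120 and 0.00396 from edgeR). These comparisons too share the PDMS libraries, so the opposite signs are not independent. The transcription factor FOXO1 stood at 4.58 and HAND1 at 2.58, and FAM107B at -2.40 (adjusted p = 0.00494, 0.00384 and 0.000108 from edgeR). Of 4163 genes tested on both days for PDMS against the control, CGA, CRIP2 and PITX1 were higher on both, where 0.0219 would be shared if unrelated, and CTSV and EFNA1 lower on both, where 0.00721 would be.

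Markers of other cell types were few on day 1. Of endothelial markers EGFL7 could be tested, at -0.83 on Myogel, 0.05 on PDMS, 0.03 on Myogel + fibrin and -1.26 on Myogel + PDMS, each against the control and none past the threshold. The fibroblast markers FBLN1 and SPARC had medians of -0.04, 0.07, 0.35 and 0.41 in these comparisons, also with none past the threshold. Of smooth muscle markers, TAGLN passed on Myogel + fibrin, where MYL9 stood at 1.96 (adjusted p = 0.108 from edgeR); both are also on the list of actin and SRF targets. No gene of the blood and immune list was tested in any comparison of day 1.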
